# Claudin-10 Expression and the Gene Expression Pattern of Thick Ascending Limb Cells

**DOI:** 10.3390/ijms25074008

**Published:** 2024-04-03

**Authors:** Gaelle Brideau, Lydie Cheval, Camille Griveau, Wung-Man Evelyne Ling, Loïc Lievre, Gilles Crambert, Dominik Müller, Jovana Broćić, Emeline Cherchame, Pascal Houillier, Caroline Prot-Bertoye

**Keywords:** tight junction, epithelium, kidney, claudin-10, HELIX syndrome, thick ascending limb of the loop of Henle, transcriptional profiling

## Abstract

Many genomic, anatomical and functional differences exist between the medullary (MTAL) and the cortical thick ascending limb of the loop of Henle (CTAL), including a higher expression of claudin-10 (CLDN10) in the MTAL than in the CTAL. Therefore, we assessed to what extent the *Cldn10* gene expression is a determinant of differential gene expression between MTAL and CTAL. RNAs extracted from CTAL and MTAL microdissected from wild type (WT) and Cldn10 knock out mice (cKO) were analyzed by RNAseq. Differential and enrichment analyses (GSEA) were performed with interactive R Shiny software. Between WT and cKO MTAL, 637 genes were differentially expressed, whereas only 76 were differentially expressed between WT and cKO CTAL. Gene expression patterns and GSEA analyses in all replicates showed that WT MTAL did not cluster with the other replicates; no hierarchical clustering could be found between WT CTAL, cKO CTAL and cKO MTAL. Compared to WT replicates, cKO replicates were enriched in *Cldn16*, *Cldn19*, *Pth1r*, (parathyroid hormone receptor type 1), *Casr* (calcium sensing receptor) and *Vdr* (Vitamin D Receptor) mRNA in both the cortex and medulla. *Cldn10* is associated with gene expression patterns, including genes specifically involved in divalent cations reabsorption in the TAL.

## 1. Introduction

The thick ascending limb of the loop of Henle (TAL) plays an important role in water, sodium chloride (NaCl), acid and divalent cation homeostasis in ground-dwelling mammals [1,2]. It reabsorbs more than half of filtered magnesium (Mg^2+^); about one quarter of filtered NaCl, bicarbonate and calcium (Ca^2+^); and the major part of ammonium that is secreted in the proximal tubule [1,2]. Accordingly, monogenic diseases that affect ion transport in the TAL commonly have severe consequences. Bartter syndrome (OMIM #601678, #241200, #607364, #602522, #300971) is a rare inherited salt-losing tubulopathy caused by impaired transcellular NaCl reabsorption along the TAL, linked to different genetic variants (*SLC12A1*, *KCNJ1*, *CLCNKA*, *CLCNKB*, *BSND*, *MAGED2)* that encode, respectively, the Na^+^-K^+^-2Cl^−^ cotransporter type 2 NKCC2, the potassium channel ROMK, the chloride channels ClC-Ka and ClC-Kb, the chloride channel subunit Barttin and MAGE-D2 [3]. Another cause of salt-losing tubulopathy stemming from the TAL is HELIX syndrome (hypohidrosis, electrolyte disturbances, hypolacrimia, ichthyosis, xerostomia, OMIM #617671), due to biallelic loss-of-function variants of claudin-10b (CLDN10B); under this condition, the transcellular transport of NaCl is not decreased, however, the paracellular transport is altered because the relative paracellular sodium to chloride permeability ratio is low [4,5,6,7,8,9,10]. FHHNC (Familial Hypomagnesemia with Hypercalciuria and Nephrocalcinosis (OMIM #248250, #248190) is another condition characterized by a defect in paracellular ion transport in the TAL that causes a massive loss of Ca^2+^ and Mg^2+^ in urine but no loss of NaCl [11,12,13,14]. It is causally linked to biallelic variants of claudin-16 (CLDN16) and claudin-19 (CLDN19) [11,12,13,14].

The TAL shows a higher degree of functional heterogeneity than originally assumed [1]. We have known for many years that ion transport can occur along a transcellular (Na, Cl) or a paracellular (Na, Cl, Mg, Ca) route [1,2]. What is new is the demonstration that the permeability properties of the paracellular pathway vary according to the claudin(s) expressed at the tight junction [15]: the expression of CLDN10B increases the sodium to chloride permeability ratio, whereas the expression of both CLDN16 and CLDN19 is required for a high paracellular permeability to Ca^2+^ and Mg^2+^ [9,10,11,13,16,17]. The TAL shows also a significant axial heterogeneity [1,2]. Regarding the transcellular transport of ions for example, the distinct isoforms of NKCC2 are involved in NaCl reabsorption in the medullary and cortical part of the TAL [1,18,19]. Chloride channel CLCK1, the murine analog of CLCKA, is expressed only in the medullary TAL whereas CLCK2, the murine analog of CLCKB, is expressed along the entire TAL [2,20]. Concerning the paracellular transport of ions, most of the Ca^2+^ and Mg^2+^ reabsorption takes place in the cortical TAL (CTAL), with almost no Ca^2+^ and Mg^2+^ being absorbed in the inner part of the outer medulla (ISOM) [21,22,23]. Accordingly, CLDN16 expression is higher in the cortex than in the medulla, with the converse being true regarding CLDN10 expression [24,25,26]. Recent single cell transcriptomic analyses indicate that at least two CTAL cell types express either *Cldn16* or *Cldn10* [27,28]. It should be pointed out that there are two types of tight junctions in the CTAL, the first expressing CLDN10 and the second expressing CLDN16-CLDN19 [29,30]. Both are expressed in the CTAL, whereas only one type of tight junction expressing CLDN10 is found in the ISOM TAL [29,30,31]. When CLDN10 is lacking, the mosaic pattern of CLDN expression is abolished: CLDN16 is expressed in all tight junctions and CLDN19 in almost all tight junctions in the CTAL [29]. Moreover, CLDN16 expression is extended to the tight junctions in ISOM TAL [10]. Then, it appears that CLDN10 expression is an important determinant of the properties of medullary and cortical paracellular pathway in the TAL. Whether its expression determines more deeply the phenotype of TAL cells, either cortical or medullary, is unknown. In order to fill this gap in knowledge, we compared the transcriptome of cortical and medullary TAL (CTAL and MTAL, respectively) cells from normal mice and mice with a depletion in CLDN10 expression [9].

## 2. Results

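Tubules of the thick ascending limb were dissected by hand from the inner stripe of the outer medulla (MTAL) or from the cortex (CTAL) of adult male mice, and each pool came from a distinct animal. The knock-out mice carry floxed *Cldn10* alleles and a Cre recombinase under the Ksp-cadherin promoter, which is active in the distal nephron, and their littermates without Cre served as controls. Poly-A mRNA was sequenced with paired-end reads after a strand-specific library preparation. The authors trimmed the reads with fastp, mapped and quantified them with the Illumina DRAGEN platform on the mm10 mouse genome, and deposited an estimated read count and a TPM value, which corrects for transcript length and depth, for 55401 genes in each of 18 pools. The paper excluded 2 more pools of cKO MTAL after quality control and 1 pool of cKO CTAL for a *Cldn10* level similar to that of WT CTAL. Those 3 pools were not analysed here. The estimated counts held decimals for 6.26% to 9.53% of the genes of a pool and were rounded to whole numbers. Summed over genes, they ranged from 10824299 to 62339939 in WT CTAL (median 29235941, n = 5 pools), from 17967088 to 53280672 in WT MTAL (median 20592376, n = 5), from 19976444 to 60990142 in cKO CTAL (median 22206734, n = 5) and from 13275232 to 19608753 in cKO MTAL (median 16147027, n = 3). All pairs of pools within a group differed by more than the sampling noise of their counts. As in the paper, a gene entered a comparison with at least 3 CPM (counts scaled to a common total per pool) in at least 5 pools, or in at least 3 pools where cKO MTAL was compared. The pools of the groups compared were normalized with edgeR's TMM factors and tested with edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment. A gene was counted as differentially expressed at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction, the thresholds of the paper. The paper's methods name a likelihood ratio test from DESeq2 after edgeR normalization, which was run as an alternative. Values of single genes are CPM on TMM-normalized library sizes over all 18 pools. They were compared between groups with an exact two-sided Mann-Whitney test, whose smallest possible p is 0.00794 for 5 pools against 5 and 0.0357 for 3 against 5. The label of WT CTAL replicate 1 gives its genotype as the knock-out, whereas its pool name and Tables S3 and S4 of the paper list it as WT, and it was used as WT. Its *Cldn10* lay above that of every cKO CTAL pool. The gene *Gh* lay between 0.15 and 1 CPM in the WT pools, this one included, and at 4.12 CPM or more in the cKO pools. These values argue against the genotype label. Coordinates are those of the GENCODE annotation of GRCm38, the build also called mm10. The paper does not state whether the counting used the strand, so that reads of overlapping genes on opposite strands could have been shared.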

Five pools of wild type (WT) CTALs, five pools of WT MTALs, five pools of *Cldn10* conditional knock-out (cKO) CTALs and three pools of cKO MTALs were used for analysis. Indeed, cKO MTAL dissection was made extremely difficult due to nephrocalcinosis present in the outer medulla of cKO kidney sections and only three replicates passed quality control [9]. We confirmed a lower expression but not a total deletion of *Cldn10* in cKO CTAL and MTAL than in WT CTAL and MTAL (Figure S1) as we used a conditional *Cldn10*-deficient mouse model [9]. 

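*Cldn10* (ENSMUSG00000022132, chromosome 14 of GRCm38 from 118787908 to 118875489) was expressed at 499 ± 82.1 CPM (SD, n = 5 pools) in WT CTAL and 172 ± 10.5 CPM (SD, n = 5) in cKO CTAL. The log2 fold change was −1.55 (standard error 0.11, adjusted p = 5.57e-06, edgeR quasi-likelihood test). In MTAL the values were 750 ± 60.5 CPM (SD, n = 5) in WT and 221 ± 72.2 CPM (SD, n = 3) in cKO pools, a log2 fold change of −1.75 (standard error 0.18, adjusted p = 2.92e-05 from the same test). Every cKO pool lay below every WT pool of its segment (exact Mann-Whitney test, p = 0.00794 in CTAL and p = 0.0357 in MTAL, the smallest values these group sizes allow). The cKO CTAL pools ranged from 156 to 185 CPM and the cKO MTAL pools from 151 to 295 CPM, so that transcripts were left in each of the 8 pools. With each pool left out in turn, the log2 fold change stayed between −1.63 and −1.49 in CTAL and between −2.02 and −1.55 in MTAL. Since the paper excluded a cKO CTAL pool for its level of *Cldn10*, the remaining pools were in part chosen on this gene.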

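The transporter gene *Slc12a1* (chromosome 2, from 125152505 to 125230002) was expressed at 14320 ± 705 CPM (SD, n = 5) in WT CTAL, 13810 ± 1434 CPM (SD, n = 5) in cKO CTAL, 15380 ± 492 CPM (SD, n = 5) in WT MTAL and 13490 ± 1793 CPM (SD, n = 3) in cKO MTAL. All 3 cKO MTAL pools were below every WT MTAL pool (exact Mann-Whitney test, p = 0.0357), but not with CPM from total counts (p = 0.786) or with TPM (p = 1), and the adjusted p of the quasi-likelihood test was 0.348. The genotypes did not differ in CTAL (exact Mann-Whitney test, p = 0.841). *Slc2a2*, a gene of the proximal tubule, did not exceed 0.889 CPM in any pool. *Slc12a3*, a gene of the distal convoluted tubule, was expressed between 1.58 and 5.22 CPM in the MTAL pools and between 1.92 and 22.4 CPM in WT CTAL. In cKO CTAL the pools ranged from 2.34 to 60.2 CPM, and the highest value belonged to replicate 2, since no other cKO CTAL pool exceeded 11.9 CPM. *Aqp2*, a gene of the connecting tubule and collecting duct, ranged from 44.4 to 104 CPM in WT CTAL, from 27.8 to 104 CPM in cKO CTAL and from 19.5 to 147 CPM in WT MTAL. The 3 cKO MTAL pools had 40.2, 50.4 and 551 CPM of *Aqp2*, the last in replicate 20. The exact Mann-Whitney test found no difference of *Slc12a3* and *Aqp2* between the genotypes (p = 0.393 and p = 0.25 in MTAL, p = 0.69 for both in CTAL). For *Aqp2* in MTAL the adjusted p of the quasi-likelihood test was 0.0962. It was 0.0451 in one fit of all groups with a term for the pools that contain *Xist*, an alternative chosen after seeing the data.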

A high expression of *Slc12a1* (encoding NKCC2) and a low expression of *Slc2a2* (encoding the sodium–glucose cotransporter 2 expressed in the proximal tubule [24]), of *Slc12a3* (encoding the thiazide sensitive Na^+^–Cl^−^ cotransporter NCC expressed in the distal convoluted tubule [24]) and of *Aqp2* (Aquaporin-2, expressed in the connecting tubule and the collecting duct [24]) confirmed specific TAL dissection without significant contamination by the proximal tubule, distal convoluted tubule or collecting duct (Figure S1).

### 2.1. Differences between cKO MTAL and WT MTAL Transcriptomes

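In the pools without the deletion, *Cldn10* ranged from 653 to 810 CPM in WT MTAL and from 384 to 579 CPM in WT CTAL, without overlap (exact Mann-Whitney test, p = 0.00794, the smallest value for 5 pools against 5). The log2 fold change of WT MTAL over WT CTAL was 0.59 (standard error 0.11, adjusted p = 0.00231 from edgeR's quasi-likelihood test).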

Since *Cldn10* expression is the highest in WT MTAL (Figure S1), we first examined the effect of its deletion in MTAL.

A total of 637 genes were differentially expressed between WT MTAL and cKO MTAL replicates, whereas the expression of 11,393 genes did not differ between both groups (using a log2 foldchange threshold of 1 and a corrected *p*-value (FDR) < 0.05). 

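Of the 12060 genes that passed the filter on low counts, 451 were differentially expressed between cKO MTAL (3 pools) and WT MTAL (5 pools) in the quasi-likelihood test. At the same adjusted p without a fold change threshold the number was 845. In 1742 genes the CPM values of the 2 groups did not overlap, which chance gives for 3.57% of genes, and 347 of these were among the 451. The number was 869 when genes with low counts were kept and 224 with limma on the deposited TPM values. DESeq2's likelihood ratio test with edgeR's TMM factors gave 633 genes. With each pool left out in turn, the number ranged from 286 genes without cKO MTAL replicate 20 to 648 genes without cKO MTAL replicate 18, and it was 293 genes without WT MTAL replicate 15.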

Compared to WT MTAL replicates, 179 genes were less expressed and 458 genes more expressed in *cKO* MTAL replicates (Figure S2, Table S1).

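Among the 451 genes, 325 were more expressed and 126 less expressed in cKO MTAL. The 3 genes with the largest rise among those whose groups did not overlap were *Cldn14*, *Gh* and *Psca*. *Gh* (chromosome 11, from 106300271 to 106301865) rose from 0.459 ± 0.312 CPM (SD, n = 5) to 10.6 ± 8.62 CPM (SD, n = 3), a log2 fold change of 4.46 (standard error 0.59, adjusted p = 0.000275, quasi-likelihood test). *Psca* (chromosome 15, from 74714839 to 74717069) rose from 0.993 ± 0.717 to 21.1 ± 8.1 CPM, a log2 fold change of 4.35 (standard error 0.46, adjusted p = 3.69e-05). The largest falls were those of *Corin* (log2 fold change −2.86, standard error 0.54, adjusted p = 0.00501), *G6pc* (−2.75, standard error 0.31, adjusted p = 5.67e-05) and *Tnn* (−2.46, standard error 0.67, adjusted p = 0.0364). The call for *Tnn* was lost in fits that left out one pool, where its adjusted p reached 0.143. *Corin* overlaps 5 other annotated genes, 3 of them on its own strand, with which reads could have been shared.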

We analyzed the data from the custom list of 222 genes with a likely preferential expression in the TAL (Table S2); compared to WT MTAL replicates, cKO MTAL replicates were enriched in 49 genes, including *Cldn16*, *Cldn19*, *Pth1r* (parathyroid hormone receptor type 1), *Casr* (calcium sensing receptor) and *Vdr* (Vitamin D receptor) (Figure 1). 

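The list of Table S2 has 222 entries, which are 218 different genes, and 217 of them passed the filter in this comparison. Of these, 18 were differentially expressed, 13 higher and 5 lower in cKO MTAL, and 20 were when the p-values were adjusted over the list alone. As a whole the list shifted upward in cKO MTAL by a median log2 fold change of 0.08, which did not pass edgeR's camera test (adjusted p = 0.0959 over 16 pairs of list and comparison). It did not pass with fry (adjusted p = 0.0767) or with an estimated correlation between genes (adjusted p = 0.658) either. The camera result depended on single pools, with adjusted p = 0.00609 without cKO MTAL replicate 16 and 0.0352 without WT MTAL replicate 11. When all genes were ranked on the log2 fold change, the leading edge of the list, that is the genes above the peak of the running enrichment score, held 68 genes on the side of cKO MTAL. It included *Cldn16*, *Cldn19*, *Pth1r*, *Casr* and *Vdr*. With each pool left out in turn, the leading edge held between 47 and 68 genes.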

Phosphatases, kinases (including *Prkag1* (protein kinase, AMP-activated, gamma 1 non-catalytic subunit), *Prkag2* (protein kinase, AMP-activated, gamma 2 non-catalytic subunit), *Prkaca* (protein kinase, cAMP-dependent, catalytic, alpha)), transcription factors (including *Foxq1* (forkhead box Q1) and *Irx3* (Iroquois-related homeobox 3)) gene expression (Figures S3–S5) allowed a hierarchical clustering of all cKO and WT MTAL replicates. 

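The 8 MTAL pools were clustered by complete linkage on Euclidean distance, as in the figure legends. The distance was taken between z-scores of log2(CPM + 1), a choice that the legends leave open, and the trees were divided into 2 branches. The TAL list and the phosphatase list placed all 3 cKO MTAL pools on one branch and all 5 WT MTAL pools on the other. With the kinase list, the transcription factor list or all genes, cKO MTAL replicate 20 formed a branch alone and replicates 16 and 18 lay with the WT MTAL pools. With correlation distance, the lists and all genes each separated the genotypes in full. Differentially expressed genes numbered 6 in the phosphatase list, 8 in the kinase list and 3 in the transcription factor list, and none of these lists shifted as a whole (camera, adjusted p = 0.723, 0.936 and 0.723). Among the genes named, *Foxq1* (chromosome 13, from 31556134 to 31560976) rose from 20.4 ± 2.93 CPM (SD, n = 5) to 72.3 ± 26 CPM (SD, n = 3), a log2 fold change of 1.83 (standard error 0.20, adjusted p = 4.76e-05, quasi-likelihood test). *Irx3* rose from 37.8 ± 8.17 to 64.4 ± 12.4 CPM, a log2 fold change of 0.78 (standard error 0.19, adjusted p = 0.0238), whose adjusted p reached 0.115 with one pool left out. *Prkag1* (log2 fold change 0.29, adjusted p = 0.303), *Prkag2* (0.44, adjusted p = 0.213) and *Prkaca* (0.38, adjusted p = 0.0828) were higher in cKO MTAL but did not pass the adjusted threshold. Every cKO MTAL pool was above every WT MTAL pool for *Prkag2* and *Prkaca* (exact Mann-Whitney test, p = 0.0357), and the exact p was 0.143 for *Prkag1*. With TPM it was 0.0357 for *Prkag1* and *Prkaca* and 0.0714 for *Prkag2*.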

*Cldn16*, *Cldn19*, *Cldn14*, *Clcnkb*, *Bsnd* (barttin), *Kcnj1* (potassium channel ROMK), *Kcnj16*, *Umod* (Uromodulin), *MageD2*, *Pth1r*, *Casr* and *Vdr* were more expressed in cKO MTAL than in WT MTAL (Figure 2, Figure 3 and Figure 4).

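*Cldn16* (chromosome 16 of GRCm38, from 26463135 to 26482765) was expressed at 21.4 ± 2.13 CPM (SD, n = 5) in WT MTAL and 70.5 ± 13.2 CPM (SD, n = 3) in cKO MTAL, a log2 fold change of 1.73 (standard error 0.16, adjusted p = 1.43e-05, quasi-likelihood test). *Pth1r* (chromosome 9, from 110722085 to 110747145) rose from 54.5 ± 11.1 to 275 ± 80 CPM, a log2 fold change of 2.35 (standard error 0.19, adjusted p = 7.52e-06). *Pth1r* overlaps *Myl3* on the opposite strand. *Cldn14* (chromosome 16, from 93919031 to 94008837) rose from 2.18 ± 1.59 CPM to 18.4, 19.3 and 153 CPM in the 3 cKO MTAL pools, a log2 fold change of 4.81 that stayed above 3.09 with any one pool left out (adjusted p = 0.000242). *Vdr* (chromosome 15, from 97854425 to 97910630), *Casr* (chromosome 16, from 36493696 to 36562141), *Umod*, *Cldn19* and *Kcnj16* rose by less, with log2 fold changes of 0.90 (adjusted p = 0.000456), 0.70 (adjusted p = 0.00143), 0.67 (adjusted p = 0.00223), 0.64 (adjusted p = 0.00763) and 0.56 (adjusted p = 0.0139). The adjusted p of *Kcnj16* reached 0.0567 in a fit without one pool. *Bsnd* (log2 fold change 0.47, adjusted p = 0.0737), *Maged2* (0.41, adjusted p = 0.167) and *Kcnj1* (0.25, adjusted p = 0.223) did not pass the adjusted threshold. In the exact Mann-Whitney test, all the genes above except *Kcnj1* had cKO MTAL pools above every WT MTAL pool (p = 0.0357, the smallest value for 3 pools against 5), and *Kcnj1* had p = 0.0714. With TPM the exact Mann-Whitney test gave p = 0.25 for *Maged2*. Over 24 genes the paper names, 17 had p = 0.0357 in this comparison, 14 higher and 3 lower in cKO MTAL, and their p adjusted over these genes was 0.0504.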

### 2.2. Differences between cKO CTALs and WT CTALs Transcriptomes

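Between the 5 cKO CTAL and the 5 WT CTAL pools, 55 of the 11702 genes tested were differentially expressed. DESeq2's likelihood ratio test with TMM factors gave 67 genes, and keeping genes with low counts gave 70. With one pool left out, the number lay between 38 genes (without WT CTAL replicate 10) and 69 genes (without WT CTAL replicate 1). With replicate 1, the pool with conflicting labels, counted as cKO, it was 44.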

A total of 76 genes were differentially expressed between WT CTAL and cKO CTAL replicates, whereas the expression of 11,403 genes did not differ between both groups. Compared to WT CTAL replicates, 29 genes were less expressed and 37 genes were more expressed in cKO CTAL replicates (Table S3, Figure S6).

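The 55 genes were 30 with higher and 25 with lower expression in cKO CTAL, and 50 of them had CPM values that did not overlap between the groups. Over all genes tested, 362 had groups that did not overlap, where chance gives 0.794%. The largest rises were those of *Gh*, from 0.764 ± 0.225 CPM (SD, n = 5) to 6.21 ± 1.31 CPM (SD, n = 5, log2 fold change 2.95, standard error 0.26, adjusted p = 4.63e-05), *Il5ra* (log2 fold change 2.63, standard error 0.29, adjusted p = 0.000441) and *Cldn14*. The largest falls were those of *Mfrp* (log2 fold change −2.0, standard error 0.23, adjusted p = 0.000467), *Ano4* (−2.0, standard error 0.30, adjusted p = 0.0045) and the long noncoding RNA *Gm45650* (−1.83, standard error 0.41, adjusted p = 0.0397), all from the quasi-likelihood test. The adjusted p of *Gm45650* rose to 0.106 without one of the pools. *Mfrp* overlaps 4 annotated genes.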

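In CTAL, 214 genes of the TAL list were tested. The list did not shift between the genotypes (median log2 fold change −0.01, camera adjusted p = 0.936), and 5 of its genes were differentially expressed, 4 higher and 1 lower in cKO CTAL (6 adjusted over the list alone). The running enrichment score peaked on the side of cKO CTAL with 44 genes in the leading edge, among them *Cldn16*, *Pth1r*, *Casr* and *Vdr*. The peak lay on the side of WT CTAL when cKO CTAL replicate 2 or 9 or WT CTAL replicate 1 was left out, and the leading edge then held 36, 29 and 44 genes.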

The GSEA analysis of the custom list of 222 genes (Table S2) revealed that cKO CTAL were enriched in 34 genes, as compared to WT CTAL (Figure 5). Phosphatases, kinases and transcription factors expression did not allow a hierarchical clustering of all cKO and WT CTAL replicates.

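In the trees of the 10 CTAL pools on Euclidean distance between z-scores, no list separated the genotypes. At least 3 pools would have to change branches with the phosphatase list, and 5 with the kinase list and with the transcription factor list, the most that is possible in these trees. With the kinase list, cKO CTAL replicate 2 and WT CTAL replicate 3 formed a branch of their own. Without z-scores the TAL list, and no other list, separated the genotypes in full. The TAL list also did so on z-scores in a tree without one of the cKO CTAL pools. One phosphatase gene and none of the kinase or transcription factor genes was differentially expressed. At an adjusted p under 0.05 without the fold change threshold, 3 phosphatase genes, 3 kinase genes and 0 transcription factor genes passed. The 3 lists did not shift as a whole in camera (adjusted p = 0.723, 0.936 and 0.936), and fry gave an adjusted p of 0.036 for the phosphatase list.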

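In CTAL, *Cldn16* was expressed at 78.5 ± 8.94 CPM (SD, n = 5) in WT and 111 ± 12.2 CPM (SD, n = 5) in cKO pools, a log2 fold change of 0.49 (standard error 0.09, adjusted p = 0.0181, quasi-likelihood test). Its adjusted p reached 0.0635 with one pool left out. The expression of *Cldn14* was 4.45 ± 1.65 CPM in WT and 26.8 ± 8.88 CPM in cKO pools, a log2 fold change of 2.57 (standard error 0.28, adjusted p = 0.000441), and that of *Pth1r* was 256 ± 44.9 and 449 ± 41.8 CPM, a log2 fold change of 0.80 (standard error 0.11, adjusted p = 0.00236). *Vdr* (log2 fold change 0.28, adjusted p = 0.303), *Kcnj16* (0.22, adjusted p = 0.392) and *Casr* (0.20, adjusted p = 0.353) did not pass the adjusted threshold across all genes. In the exact Mann-Whitney test on single genes, every cKO pool was above every WT pool for *Cldn16*, *Cldn14* and *Pth1r* (p = 0.00794). The exact test gave p = 0.0317 for *Vdr* and p = 0.0556 for *Kcnj16* and for *Casr*. With CPM computed from the total counts in place of TMM-normalized library sizes, 8 of the 24 named genes had p under 0.05 in CTAL against 6 here.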

*Cldn16*, *Cldn14*, *Clcnkb*, *Kcnj16*, *Pth1r*, *Casr* and *Vdr* were more expressed in cKO CTAL than in WT CTAL (Figure 2, Figure 3 and Figure 4).

### 2.3. Differences between WT MTAL and WT CTAL Transcriptomes

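The comparison of the 5 WT MTAL with the 5 WT CTAL pools covered 11650 genes, of which 270 were differentially expressed. DESeq2's likelihood ratio test with TMM factors gave 288. The number was 393 without the filter on low counts and lay between 229 (without WT CTAL replicate 1) and 305 (without WT MTAL replicate 17) with one pool left out.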

A total of 291 genes were differentially expressed between WT MTAL and WT CTAL replicates, whereas the expression of 11,348 genes did not differ between both groups. Compared to WT MTAL replicates, 205 genes were more expressed and 86 genes were less expressed in WT CTAL replicates (Figure S7, Table S4).

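Of the 270 genes, 194 were more expressed in WT CTAL and 76 in WT MTAL, and in 229 the 5 pools of one segment did not overlap with the 5 of the other. The genes with the largest log2 fold change toward WT CTAL were *Sfrp1* (−2.95, standard error 0.24, adjusted p = 1.17e-06, WT MTAL relative to WT CTAL), *Uroc1* (−2.76, standard error 0.30, adjusted p = 1.82e-05) and *Mapk4* (−2.74, standard error 0.34, adjusted p = 7.38e-05). Toward WT MTAL they were *Spon1* (2.51, standard error 0.24, adjusted p = 4.63e-06), *Slc14a1* (2.49, standard error 0.28, adjusted p = 2.63e-05) and *Slc6a12* (2.47, standard error 0.28, adjusted p = 2.49e-05). These calls came from the quasi-likelihood test, and the largest adjusted p among the 6 genes with one pool left out was 0.000513, for *Mapk4*.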

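All 218 genes of the TAL list were tested between the WT segments. The list shifted toward WT CTAL (median log2 fold change −0.05, camera adjusted p = 0.000401). This held with fry (adjusted p = 0.00112) but not with an estimated correlation between genes (adjusted p = 0.0543). Its differentially expressed genes were 16 higher and 3 lower in WT CTAL (21 genes adjusted over the list alone). The leading edge on the side of WT CTAL held 58 genes, with *Cldn16*, *Cldn19*, *Pth1r*, *Casr* and *Vdr* among them, and between 40 and 76 genes with one pool left out.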

The GSEA analysis of the custom list of 222 genes (Table S2) showed that WT CTAL was enriched in 39 genes, compared to WT MTAL, including *Cldn16*, *Cldn19*, *Pth1r*, *Casr* and *Vdr* (Figure 6). 

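In trees of the 10 WT pools on Euclidean distance, the TAL list and all genes separated the 5 MTAL from the 5 CTAL pools in full. With the phosphatase list, 1 pool (WT MTAL replicate 19) lay on the CTAL branch. With the kinase list, WT MTAL replicate 11 stood alone and the other 9 pools shared a branch, and with the transcription factor list the pools of both segments were mixed. Without z-scores each list separated the segments. Of the genes differentially expressed between the segments, 7 were phosphatases, 7 kinases and 1 a transcription factor. *Foxq1* was expressed at 96.8 ± 21.6 CPM (SD, n = 5) in WT CTAL, and its log2 fold change in WT MTAL was −2.25 (standard error 0.15, adjusted p = 1.13e-07, quasi-likelihood test). *Irx3* (log2 fold change −0.55, adjusted p = 0.104), *Prkag2* (−0.33, adjusted p = 0.274) and *Prkaca* (−0.29, adjusted p = 0.0612) were lower in WT MTAL without passing the adjusted threshold. By the exact Mann-Whitney test, p was 0.0318 for *Irx3*, 0.0556 for *Prkag2* and 0.0159 for *Prkaca*. The values of *Irx3* included 1 WT CTAL pool at 84.4 CPM, with the other 4 between 42.4 and 54.4 CPM.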

The expression of phosphatases, kinases (including *Prkag2* (protein kinase, AMP-activated, gamma 2 non-catalytic subunit), *Prkaca* (protein kinase, cAMP-dependent, catalytic, alpha)) and transcription factors (including *Foxq1* (forkhead box Q1) and *Irx3* (Iroquois-related homeobox 3)) (Figures S8–S10) allowed a hierarchical clustering of all WT MTAL and CTAL replicates.

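Between WT MTAL and WT CTAL the log2 fold change of *Cldn16* was −1.88 (standard error 0.11, adjusted p = 5.27e-08, quasi-likelihood test), and no pool of one segment overlapped with the other (exact Mann-Whitney test, p = 0.00794). *Cldn19* was expressed at 333 ± 43 CPM (SD, n = 5) in WT MTAL and 414 ± 36.1 CPM (SD, n = 5) in WT CTAL, a log2 fold change of −0.32 (adjusted p = 0.0606). For this gene the exact Mann-Whitney test gave p = 0.0159. *Cldn14* had a log2 fold change of −1.0 (adjusted p = 0.165), with 1.32 to 1.63 CPM in 4 WT MTAL pools and 5.01 CPM in replicate 13 (exact Mann-Whitney test, p = 0.0556). *Cldn3* was expressed at 21.1 ± 2.23 and 19.5 ± 1.93 CPM (exact Mann-Whitney test, p = 0.421).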

*Cldn10* was more expressed and *Cldn16* was less expressed in WT MTAL than in WT CTAL while the expression of *Cldn19*, *Cldn14* and *Cldn3* did not differ between groups (Figure S1 and Figure 2). 

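Between WT MTAL and WT CTAL, the log2 fold change was −0.59 for *Kcnj16* (standard error 0.08, adjusted p = 0.000122, quasi-likelihood test) and −0.39 for *Kcnj10* (standard error 0.10, adjusted p = 0.0221). The adjusted p of *Kcnj10* reached 0.0671 with one pool left out. For both genes the pools of the segments did not overlap (exact Mann-Whitney test, p = 0.00794).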

Regarding transcellular ion channels, *Clcnka* was more expressed in MTAL than in CTAL, whereas it was the converse for *Clcnkb* and the potassium channels *Kcnj10* and *Kcnj16* (Figure 3). 

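*Bsnd* was expressed at 222 ± 43.7 CPM (SD, n = 5) in WT MTAL and 278 ± 37 CPM (SD, n = 5) in WT CTAL (exact Mann-Whitney test, p = 0.0556). *Kcnj1* was expressed at 1065 ± 142 and 1188 ± 86.7 CPM (exact Mann-Whitney test, p = 0.222), and *Maged2* at 23 ± 2.9 and 26.8 ± 0.97 CPM (exact Mann-Whitney test, p = 0.0952). The mean was lower in WT MTAL for each of the 3 genes, by less than the test can tell from the spread between pools on this scale. With TPM the exact p was 0.0159 for *Bsnd*, 0.31 for *Kcnj1* and 0.151 for *Maged2*, so that the result for *Bsnd* depended on the scale.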

The expression of *Bsnd*, *Kcnj1* and *MageD2* was similar in WT MTAL and CTAL (Figure 3). *Umod* was less expressed in WT MTAL than in WT CTAL (Figure 3). 

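*Umod* (chromosome 7, from 119462711 to 119479282) was the most expressed of the named genes, with 28430 ± 3041 CPM (SD, n = 5) in WT MTAL and 48690 ± 2702 CPM (SD, n = 5) in WT CTAL. The log2 fold change was −0.78 (standard error 0.09, adjusted p = 4.11e-05, quasi-likelihood test), and the pools did not overlap (exact Mann-Whitney test, p = 0.00794).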

*Pth1r*, *Casr* and *Vdr* were significantly less expressed in WT MTAL than in WT CTAL (Figure 4).

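*Pth1r* had a log2 fold change of −2.23 in WT MTAL relative to WT CTAL (standard error 0.15, adjusted p = 1.13e-07, quasi-likelihood test). *Casr* was expressed at 473 ± 47 CPM (SD, n = 5) in WT MTAL and 939 ± 100 CPM (SD, n = 5) in WT CTAL, a log2 fold change of −0.99 (standard error 0.09, adjusted p = 4.63e-06). *Vdr* was expressed at 68.9 ± 4.67 and 153 ± 28.3 CPM, a log2 fold change of −1.16 (standard error 0.12, adjusted p = 8.65e-06). Every WT MTAL pool was below every WT CTAL pool for the 3 genes (exact Mann-Whitney test, p = 0.00794).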

### 2.4. Differences between cKO MTAL and cKO CTAL Transcriptomes

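Between the 3 cKO MTAL and the 5 cKO CTAL pools, 113 of 12044 genes were differentially expressed, 75 more and 38 less in cKO MTAL. This number depended on the processing more than in the other comparisons. It was 388 with DESeq2's likelihood ratio test and TMM factors, 404 with edgeR's likelihood ratio test and 344 without the filter on low counts. It was 661 without cKO MTAL replicate 18 and 71 without cKO CTAL replicate 9. *Psca* (log2 fold change 3.49, standard error 0.45, adjusted p = 0.00198), *Sycn* (3.33, standard error 0.34, adjusted p = 0.000377) and *Serpina10* (2.98, standard error 0.55, adjusted p = 0.0169) had the largest rises in cKO MTAL among genes whose groups did not overlap, and *Ly6g6g* (−1.99, standard error 0.31, adjusted p = 0.00721), *Nt5c1a* (−1.87, standard error 0.41, adjusted p = 0.0439) and *Slc6a14* (−1.81, standard error 0.41, adjusted p = 0.0472) the largest falls in the quasi-likelihood test. The calls for *Serpina10*, *Nt5c1a* and *Slc6a14* were lost in a fit without one pool, with adjusted p up to 0.0801, 0.141 and 0.124. Groups that did not overlap were found in 1220 genes, with 3.57% by chance.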

A total of 359 genes were differentially expressed between cKO MTAL and cKO CTAL replicates, whereas the expression of 11,664 genes was similar between groups (Figure S11, Table S5). 

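In the tree of all filtered genes on Euclidean distance, cKO MTAL replicate 20 formed one branch, and cKO MTAL replicates 16 and 18 shared the other branch with the 5 cKO CTAL pools. With correlation distance, 1 pool would have to change branches to give the 2 segments.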

Unsupervised RNA-seq analysis showed that cKO MTALs and cKO CTALs did not cluster differentially (Figure S11). The GSEA analysis of the custom list of 222 genes showed that compared to cKO MTAL replicates, the cKO CTAL replicates were enriched in 39 genes, including *Cldn16*, *Pth1r*, *Casr* and *Vdr* (Figure 7). 

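Of the TAL list, 214 genes were tested between the cKO segments, and 4 were more and 2 less expressed in cKO MTAL (10 genes adjusted over the list alone). The list did not shift as a whole (median log2 fold change 0.04, camera adjusted p = 0.936, fry adjusted p = 0.794). With genes ranked on the log2 fold change, the running enrichment score peaked on the side of cKO MTAL with 50 genes in the leading edge. With genes ranked on the signed square root of the F statistic it peaked on the side of cKO CTAL with 44 genes, and without cKO MTAL replicate 20 it peaked on that side with 30 genes. *Cldn16*, *Pth1r*, *Casr* and *Vdr*, all lower in cKO MTAL, were not in the leading edge of 50 genes.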

Phosphatase and transcription factor (including *Irx3* (Iroquois-related homeobox 3)) expression allowed a hierarchical clustering of all cKO MTAL and cKO CTAL replicates (Figures S12 and S13).

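The phosphatase list and the transcription factor list each gave a tree in which cKO MTAL replicate 20 formed a branch alone and the other 2 cKO MTAL pools lay with the 5 cKO CTAL pools. The 2 lists held 2 differentially expressed genes each. *Irx3* had a log2 fold change of 0.42 in cKO MTAL relative to cKO CTAL (standard error 0.20, adjusted p = 0.304, quasi-likelihood test), with 49.5 ± 12.1 CPM (SD, n = 5) in cKO CTAL.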

*Cldn16* was less expressed in cKO MTAL than in cKO CTAL (Figure 2). 

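The log2 fold change of *Cldn16* in cKO MTAL relative to cKO CTAL was −0.62 (standard error 0.13, adjusted p = 0.0398, quasi-likelihood test), and its highest cKO MTAL pool, at 85.7 CPM, was below the lowest cKO CTAL pool, at 96.1 CPM (exact Mann-Whitney test, p = 0.0357). In fits without one pool the adjusted p reached 0.141, and with TPM the exact p was 0.0714.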

*Clcnka* and *Clcnkb* were more and less expressed in cKO MTAL than in cKO CTAL, respectively (Figure 3). The expressions of *Bsnd*, *Kcnj1*, *Kcnj10*, *Kcnj16*, *Umod* and *MageD2* were similar in both cKO MTAL and cKO CTAL (Figure 3). 

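In cKO MTAL and cKO CTAL, respectively, the mean expression was 305 and 327 CPM for *Bsnd*, 1257 and 1344 CPM for *Kcnj1*, 327 and 335 CPM for *Kcnj10*, 881 and 1060 CPM for *Kcnj16*, 44950 and 50590 CPM for *Umod* and 30.4 and 30 CPM for *Maged2*. The exact Mann-Whitney test gave p = 0.571, 0.25, 1, 0.25, 0.0714 and 1 for these genes, with 3 pools against 5. The difference lay below the SD of cKO CTAL, which was 68.1, 148, 82.1, 162, 3319 and 3.58 CPM, for all of them except *Kcnj16* and *Umod*.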

*Pth1r*, *Casr* and *Vdr* were significantly less expressed in cKO MTAL than in cKO CTAL (Figure 4).

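In cKO MTAL relative to cKO CTAL, the log2 fold change was −0.67 for *Pth1r* (standard error 0.17, adjusted p = 0.0713, quasi-likelihood test), −0.47 for *Casr* (standard error 0.10, adjusted p = 0.031) and −0.52 for *Vdr* (standard error 0.12, adjusted p = 0.0599). *Casr* was expressed at 764 ± 59.6 CPM (SD, n = 3) and 1084 ± 51.8 CPM (SD, n = 5), *Vdr* at 128 ± 22.1 and 188 ± 13.7 CPM. The 3 cKO MTAL pools were below every cKO CTAL pool for each gene (exact Mann-Whitney test, p = 0.0357), but for *Vdr* the groups overlapped with TPM (p = 0.571). The adjusted p of *Casr* rose to 0.0983 without one of the pools.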

### 2.5. Differential Transcriptomes of cKO MTAL, WT MTAL, cKO CTAL and WT CTAL

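All 18 pools were clustered on correlation distance with complete linkage. With all genes, 1 branch held the 5 WT MTAL pools and the other branch held the 5 WT CTAL, 5 cKO CTAL and 3 cKO MTAL pools. The result was the same with average linkage and with the 2000 most variable genes. On Euclidean distance or without z-scores, 6 pools would have to change branches, and 2 with the deposited TPM values.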

The analysis of gene expression patterns in all replicates showed that WT MTAL did not cluster with the other replicates; no hierarchical clustering could be found between WT CTAL, cKO CTAL and cKO MTAL (Figure 8). The GSEA analysis of the custom list of 222 genes with a likely preferential expression in the TAL also distinguished WT MTAL from the other three groups; no hierarchical clustering could be found between WT CTAL, cKO CTAL and cKO MTAL (Figure 9). 

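With the TAL list, the first division of the tree of 18 pools set the 5 WT MTAL pools apart from the other 13 on correlation distance, on Euclidean distance, with average linkage and without z-scores. With the deposited TPM values, 2 pools would have to change branches.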

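The kinase list set the 5 WT MTAL pools apart from the other 13 on correlation distance. With the phosphatase list, 1 WT CTAL pool, replicate 3, lay on the branch of the 5 WT MTAL pools. On Euclidean distance, 6 pools would have to change branches with either list.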

The expression of phosphatases (Figure S14) and kinases (Figure S15) allowed a clustering of most WT MTAL apart from cKO MTAL, cKO CTAL and WT CTAL. 

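With the transcription factor list, the 2 branches were mixed. WT MTAL replicates 11, 13, 15 and 19 shared a branch with the 3 cKO MTAL pools and 4 CTAL pools, WT MTAL replicate 17 lay on the other branch, and 8 of the 18 pools would have to change branches to set WT MTAL apart. This number was 1 with average linkage and 0 without z-scores.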

The gene expression of transcription factors also isolated most WT MTAL from the other samples (Figure S16). 

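Relative to WT CTAL, the cKO MTAL pools showed log2 fold changes of −0.15 for *Cldn16* (standard error 0.13, adjusted p = 0.579), 0.11 for *Pth1r* (standard error 0.18, adjusted p = 0.776), −0.29 for *Casr* (standard error 0.11, adjusted p = 0.165) and −0.26 for *Vdr* (standard error 0.15, adjusted p = 0.382) in the quasi-likelihood test. The sign for *Pth1r* changed without cKO MTAL replicate 18, to −0.071. The highest WT MTAL pool had 25 CPM of *Cldn16*, 68.4 of *Pth1r*, 529 of *Casr* and 72.3 of *Vdr*. The lowest pool of the other 3 groups had 62.8, 185, 696 and 113 CPM of these genes, so that WT MTAL was below each of the other 13 pools.

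**Figure D1:**
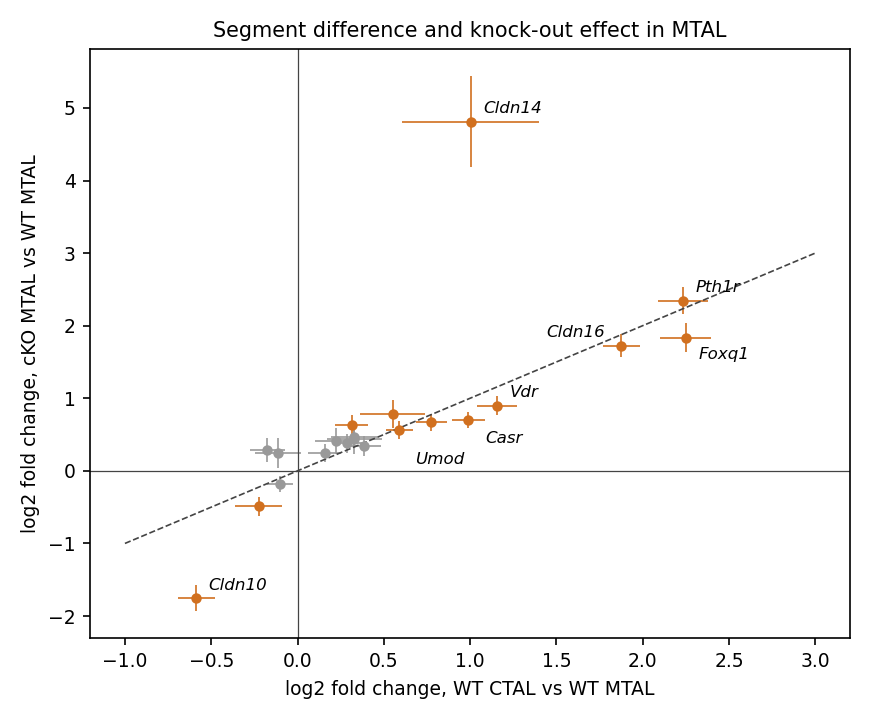
Log2 fold change of cKO MTAL relative to WT MTAL (vertical) against that of WT CTAL relative to WT MTAL (horizontal) for genes the paper names and that are reported here, with standard errors as bars; orange points have an adjusted p under 0.05 in the vertical comparison and the dashed line marks equal values. The 2 axes share the 5 WT MTAL pools, and *Aqp2*, *Slc12a3* and *Slc2a2* are not drawn.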

*Cldn16*, *Pth1r*, *Casr* and *Vdr* expression was lower in WT MTAL than in any other group (Figure 1 and Figure 4).

## 3. Discussion

TAL is commonly considered a whole, despite a number of anatomical and functional differences between its medullary and cortical parts. We took advantage of manual dissection to separately study MTAL and CTAL and to eliminate nearby tubular segments. We profiled gene expression along MTAL and CTAL to determine the effect of *Cldn10* deletion on the transcriptomes of each specific tubular segment.

We confirmed the difference in gene expression pattern between WT MTAL and WT CTAL, with a higher expression of *Cldn10* [24,25] and a lower expression of *Cldn16* [24,25], *Clcnkb* [24,25], *Kcnj16* [24,25], *Casr* [24,25,32], *Pth1r* [24,25] and *Vdr* [24,25] in WT MTAL than in WT CTAL. Extending our analyzes to phosphatases, kinases and transcription factors (including *Foxq1* and *Irx3*), we also showed differences between MTAL and CTAL; specifically, we confirmed the lower expression of *Foxq1* and of Iroquois homeobox transcription factor *Irx3* in MTAL than in CTAL [24,25].

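In a model of all 18 pools, the effect of genotype differed between the segments (interaction term, edgeR's quasi-likelihood test, adjusted p under 0.05) for 36 of 12586 genes. The log2 fold change, taken with its sign, was higher in MTAL for 33 of them and lower for 3. This sign does not tell in which segment the effect was stronger. The number of genes was 570 without cKO MTAL replicate 18, 137 without WT MTAL replicate 13 and 15 without cKO CTAL replicate 9. DESeq2's Wald test gave 379. When every pool was thinned to the lowest total count, 442 genes were differentially expressed between the genotypes in MTAL and 60 in CTAL. In the 10 choices of 3 of the 5 cKO CTAL pools, to match the 3 pools of cKO MTAL, between 24 and 55 genes were (median 31.5). From the larger number of genes in MTAL, the paper concludes that the depletion of *Cldn10* has more effects on the transcriptome of MTAL than on that of CTAL.

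**Figure D2:**
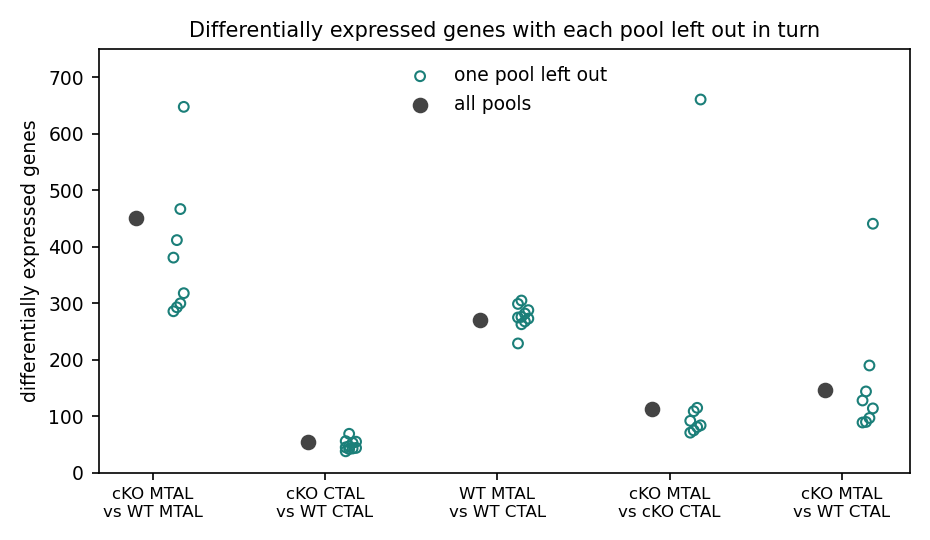
Number of differentially expressed genes in each of 5 comparisons, with all pools (filled points) and with each pool left out in turn (open circles). In MTAL the open circles lie between 286 and 648 genes, above all those of the genotype comparison in CTAL, which lie between 38 and 69.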

One notable result is that depletion in *Cldn10* has more effects on MTAL than on CTAL transcriptome; in MTAL, it alters the expression of more than 600 genes, including several with an important role in the control of transepithelial ion transport such as *Pth1r*, *Casr* and *Vdr* [23,33,34,35]. In the CTAL, *Cldn10* depletion causes a significant change in the expression of only 76 genes; here, it altered slightly, albeit significantly, the expression of *Pth1r*, *Casr* and *Vdr*. 

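The interaction term bears on whether the genotype effect was larger in MTAL than in CTAL. It was 1.53 on the log2 scale for *Pth1r* (standard error 0.23, adjusted p = 0.00356, edgeR's quasi-likelihood test), 0.49 for *Casr* (standard error 0.13, adjusted p = 0.0854) and 0.60 for *Vdr* (standard error 0.17, adjusted p = 0.0967), so that only the difference for *Pth1r* passed the adjusted threshold.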

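The distance of each cKO MTAL pool to the mean profile of WT MTAL and to that of WT CTAL was computed as the root mean square difference in log2(CPM + 1) over 12586 genes. It was 0.584 ± 0.0964 (SD, n = 3) to WT MTAL and 0.518 ± 0.0903 to WT CTAL. Each of the 3 pools was closer to WT CTAL, with 0.559 against 0.506 for replicate 16, 0.502 against 0.433 for replicate 18 and 0.69 against 0.613 for replicate 20, a mean difference of 0.0663 ± 0.0122 (SD, n = 3). Only 3 pools enter, so no test was made. The WT MTAL pools themselves lay at 0.486, 0.45, 0.475, 0.394 and 0.513 from the mean profile of WT CTAL, so that the cKO MTAL pools as a group were not nearer to WT CTAL than unmutated MTAL pools. They lay farther from WT MTAL than each WT MTAL pool did from the mean of the other 4 (0.309 to 0.429). In all, 146 of 12024 genes were differentially expressed between cKO MTAL and WT CTAL, 100 higher and 46 lower. DESeq2's likelihood ratio test gave 301 genes and the fit without cKO MTAL replicate 18 gave 441. The largest rises among genes whose groups did not overlap were those of *Psca* (log2 fold change 4.74, adjusted p = 6.02e-06), *Sprr1a* (4.48, adjusted p = 0.00176) and *Lcn2* (4.21, adjusted p = 0.00308), and the largest falls those of *Pappa2* (−3.17, adjusted p = 0.0302), *Cadm2* (−2.25, adjusted p = 0.0275) and *Slc25a34* (−2.21, adjusted p = 0.00751). With one pool left out, the adjusted p of *Pappa2* and *Cadm2* reached 0.0892 and 0.0786. Across 11614 genes, the log2 fold change of cKO MTAL over WT MTAL followed that of WT CTAL over WT MTAL (Spearman's rho = 0.559, genes not being independent replicates). These comparisons share the WT MTAL pools, and 20 simulations of 3 groups without any difference gave rho between 0.387 and 0.413 for this reason alone, with at most 1 gene differentially expressed in both comparisons. The simulated genes varied independently, with the spread of WT MTAL in all groups, so that the range from real pools could be wider. When the WT MTAL pools were divided so that the comparisons shared none, rho was between 0.217 and 0.401 (median 0.334, 20 divisions). Such divisions do not remove what the WT MTAL pools have in common for other reasons. *Xist*, for one, was present in 4 WT MTAL, 2 WT CTAL and 0 cKO MTAL pools. Of the genes differentially expressed in both comparisons, 112 changed in the same direction and 1 in the opposite direction. The paper places the transcriptome of cKO MTAL closer to CTAL than to MTAL and proposes that *Cldn10* matters for the overall properties of the segment and not for the paracellular pathway alone.

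**Figure D3:**
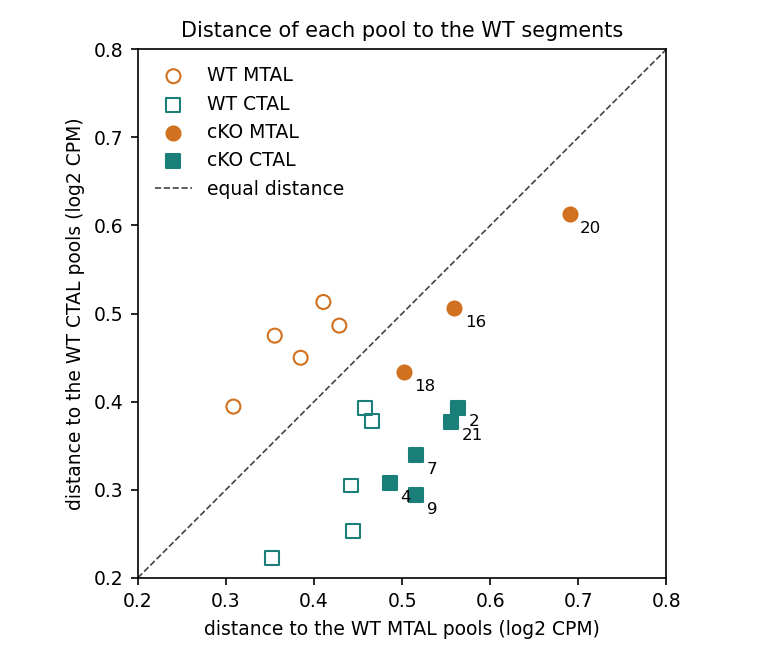
Distance of each pool to the mean profile of the WT CTAL pools (vertical) against its distance to the mean profile of the WT MTAL pools (horizontal), both as root mean square differences in log2(CPM + 1), with replicate numbers for the cKO pools; open symbols are WT pools, each compared with the mean of its own group made without it. All 8 cKO pools lie below the dashed line of equal distance, the 3 cKO MTAL pools closer to it than the 5 cKO CTAL pools, and the 5 WT MTAL pools lie above it.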

Overall, the transcriptome of cKO MTAL is closer to that of CTAL than to that of MTAL, suggesting that the expression of *Cldn10* is important not only for the properties of the paracellular pathway but also for the overall properties of the tubular segment where it is expressed.

CLDN10 is expressed at all tight junction in the ISOM TAL and in a significant percentage of tight junctions in the CTAL [29,30]; here, it is important for normal NaCl reabsorption by these tubular segments, as shown by the phenotype of cKO mice as well as that of patients with HELIX syndrome who exhibit a renal loss of NaCl with secondary hyperaldosteronism [4,5,6,7,8,9,10]. In actual fact, HELIX syndrome is the only syndrome with NaCl loss stemming from the TAL which is due to a defect in paracellular transport, underlining the importance of paracellular ion transport in this segment (and others) in homeostasis. The heterogeneity of expression of CLDN10 is an illustration of the overall axial and transverse heterogeneity of the TAL [1,2]. In the ISOM TAL and CTAL, tight junctions that do not express CLDN10 express CLDN16 and CLDN19, which increases their permeability to Ca^2+^ and Mg^2+^ [10,11,16]. The simplest hypothesis to explain this observation is based on the mutual exclusion of CLDN10, on the one hand, and CLDN16 and 19, on the other hand, within a given tight junction. In reality, CLDN10 is only able to achieve cis- and trans-interactions with itself [29]. However, the results of the present study suggest that CLDN10 has more complex effects on the TAL than just changing the composition of the tight junction. 

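*Cldn19* had a log2 fold change of 0.14 between cKO CTAL and WT CTAL (standard error 0.08, adjusted p = 0.533, quasi-likelihood test), with 459 ± 30.9 CPM (SD, n = 5) in cKO CTAL and a Mann-Whitney p of 0.151 in the exact test. The rise of *Cldn16* was larger in MTAL than in CTAL (interaction term 1.23 on the log2 scale, standard error 0.16, adjusted p = 0.00121). For *Cldn19* the interaction term was 0.48 (standard error 0.15, adjusted p = 0.111).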

The depletion in *Cldn10* slightly increases the expression of *Cldn16* and 19 in both ISOM TAL and CTAL. When needed (for example, under conditions of low calcium and magnesium intake), an increase in paracellular permeability to Ca^2+^ and Mg^2+^ is an appropriate adaptive process; this can be obtained by increasing the paracellular permeability to divalent cations in tight junctions expressing CLDN16-CLDN19 and/or by a “replacement” of CLDN10 tight junctions by CLDN16-CLDN19 tight junctions in MTAL and/or CTAL. Therefore, we hypothesize that the plasticity of tight junctions is necessary to maintain homeostasis. Yet, the effect of the Cldn10 depletion is not limited to tight junction proteins expression and/or function. 

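Across 11563 genes, the genotype effects in MTAL and CTAL, which share no pool, were correlated with Spearman's rho = 0.35 (genes are not independent replicates). Without the filter on low counts rho was 0.0738. Of the genes differentially expressed in both segments, 37 changed in the same direction and 0 in opposite directions. The 37 include the deleted gene *Cldn10* itself, *Gh*, and *Dbp*, *Hlf* and *Tef* of the circadian clock, so that not all need be effects downstream of *Cldn10*. *Cldn14* was also among the 37, with an interaction term of 2.23 on the log2 scale (standard error 0.73, adjusted p = 0.141, quasi-likelihood test).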

Cldn10 depletion is associated with an increase in the expression of *Cldn14*, *Pth1r*, *Casr* and *Vdr* genes in both segments, which all encode proteins that are important for the control of divalent cation reabsorption [23,32,33,34,35,36,37]. We know that the paracellular permeability to Ca^2+^ is positively regulated by parathyroid hormone and negatively regulated by the CaSR expressed at the basolateral membrane of the TAL [23,32]: the inhibition of CaSR increased tubular Ca^2+^ reabsorption [32]. Furthermore, the depletion in *Cldn10* changes the expression of several genes encoding proteins involved in NaCl reabsorption, such as *Clcnkb*, *Kcnj1* and *Kcnj10*; it affects the expression of *Umod* as well as that of several kinases, phosphatases and transcription factors.

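The genotype effect differed between MTAL and CTAL for *Umod* (interaction term 0.61 on the log2 scale, standard error 0.13, adjusted p = 0.045, quasi-likelihood test) and for *Foxq1* (1.88, standard error 0.25, adjusted p = 0.00121). *Kcnj1* did not differ between the genotypes in CTAL (exact Mann-Whitney test, p = 0.151), nor did *Kcnj10* (exact Mann-Whitney test, p = 0.69). In MTAL the result for *Kcnj10* depended on the scale. The exact Mann-Whitney test gave p = 0.25 here and p = 0.0714 with CPM from total counts. With TPM every cKO MTAL pool was above every WT MTAL pool (exact Mann-Whitney test, p = 0.0357). The adjusted p of the quasi-likelihood test for *Kcnj10* in MTAL was 0.152.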

Chen, L., et al. reported by single-cell transcriptome analysis two CTAL cell clusters, one expressing a high level of *Cldn10* and *Ptger3* and the other one expressing a high level of *Cldn16*, *Foxq1* and *Irx3* [28]. One could hypothesize that a depletion in *Cldn10* merely leads to the replacement of *Cldn10* expressing cells by a similar number of *Cldn16* expressing cells; however, in that case, some genes that are enriched in Cldn10-expressing cells, such as *Ptger3*, should be decreased in cKO CTAL or MTAL, which is not the case. 

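*Ptger3* (chromosome 3, from 157566892 to 157645888) was expressed at 906 ± 144 CPM (SD, n = 5) in WT MTAL and 642 ± 58.3 CPM (SD, n = 3) in cKO MTAL, a log2 fold change of −0.49 (standard error 0.14, adjusted p = 0.0403, quasi-likelihood test). The 3 cKO MTAL pools were below every WT MTAL pool (exact Mann-Whitney test, p = 0.0357), and the adjusted p reached 0.1 with one pool left out. With CPM from total counts and with TPM the exact Mann-Whitney p was 0.143, so that this result depended on the scale. In the quasi-likelihood fit of all groups with a term for the pools that contain *Xist*, chosen after seeing the data, the adjusted p was 0.063. In CTAL the expression was 775 ± 152 CPM (SD, n = 5) in WT and 713 ± 43 CPM (SD, n = 5) in cKO pools, a log2 fold change of −0.13 (standard error 0.12, adjusted p = 0.739, exact Mann-Whitney p = 0.31).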

Rather, the results of the present study suggest that depletion in *Cldn10* changes a significant proportion but not the totality of the MTAL and CTAL transcriptomes.

The interpretation of the data was limited by the use of a conditional knock-out model, in which the *Cldn10* deletion was not complete. However, this was the only mouse model with a TAL-specific *Cldn10* gene defect as the global knock-out of *Cldn10* in mice is lethal. We made sure to retain only the cKO TAL pools with significantly lower *Cldn10* expression than in WT TAL for analysis, allowing us to draw conclusions.

The importance of the functional properties of tight junction has long been overlooked. Our study highlights the potentially larger role of tight junction proteins in cellular phenotype and gene expression pattern. We demonstrate that the expression of *Cldn10* encoding a tight junction protein is associated with the gene expression of many ion channels, phosphatases and kinases. This kind of study should be performed in other epithelia such as in the intestine where the expression of CLDN varies along both the crypt–lumen axis and the longitudinal axis of the intestinal tract [38,39]. Thus, we could identify whether our findings regarding the reprogramming of gene expression by a claudin are shared by other tissues.

## 4. Materials and Methods

### 4.1. Animals

Mice that were conditionally *Cldn10*-deficient due to Ksp-cadherin-driven Cre-recombinase expression in the distal nephron (*Cldn10*^fl/fl^; Ksp-Cre, referred to as cKO) and their control littermates (*Cldn10*^fl/fl^, referred to as WT) were used [9].

All experiments were performed on adult, 4–10-month-old male mice (>90% C57BL/6 background). Before the experiments, mice were kept in standard cages at 21–22 °C, in a 12 h/12 h light/dark cycle, and were fed regular chow and had *ad libitum* access to drinking water. The experimental protocols were approved by the Comité d’éthique pour l’expérimentation animale Charles Darwin and the Ministere de la Recherche (Agreement #15518 2018061419183510).

### 4.2. Microdissection and RNA Sequencing

Pools of 150–200 thick ascending limbs of Henle’s loop were isolated from the inner stripe of outer medulla and the cortex (MTAL and CTAL, respectively (150 mm)) under binocular loupes, according to well-defined morphologic characteristics, from a liberase-treated kidney, as previously described [40]. Briefly, the left kidney was perfused in situ via the abdominal aorta with 3 mL of dissection solution (modified Hank’s solution [40]) containing 0.012% liberase (Blenzymze2, Roche Diagnostics, Meylan, France). The kidney was cut in thin pyramids and incubated in a dissection solution containing 0.005% liberase for 25 min at 30 °C. Each pool of MTAL or CTAL was dissected from a distinct animal.

After microdissection, pools of tubules were immediately transferred to RLT buffer (RNeasy micro-kit, Quiagen, Les Ulis, France). RNA was then extracted according to the manufacturer’s protocol.

### 4.3. Whole-Transcriptome RNA Sequencing

The RNA integrity (RNA Integrity Score ≥ 7.0) was checked using the Agilent FragmentAnalyzer (Agilent, Les Ulis, France) and the quantity was determined using Qubit (Invitrogen, Villebon-sur-Yvette, France). A SureSelect Automated Strand Specific RNA Library Preparation Kit was used according to the manufacturer’s instructions with the Bravo Platform. Briefly, 50 ng of total RNA per sample was used for poly-A mRNA selection using oligo(dT) beads and was subjected to thermal mRNA fragmentation. The fragmented mRNA samples were subjected to cDNA synthesis and were further converted into double stranded DNA using the reagents supplied in the kit, and the resulting dsDNA was used for library preparation. The final libraries were bar-coded, purified, pooled together in equal concentrations and subjected to paired-end sequencing on a Novaseq-6000 sequencer (Illumina, San Diego, CA, USA) at Gustave Roussy (Villejuif, France).

### 4.4. RNA-Seq Analyses

The quality of raw data was evaluated with FastQC [41]. Poor quality sequences and adapters were trimmed or removed with the fastp tool, with default parameters, to retain only good quality paired reads [42]. Illumina DRAGEN bio-IT Platform (v3.10.11) was used for mapping on the mm10 reference genome and quantification with the gencode v25 annotation gtf file. Library orientation, composition and coverage along transcripts were checked with Picard tools.

After quality controls, 2 pools of cKO MTAL were excluded. One pool of cKO CTAL was excluded due to Cldn10 expression level being similar to that of WT CTAL.

The following analyses and data visualizations were conducted with an interactive R Shiny software named Quby (https://dac.institutducerveau-icm.org (accessed from October 2023 to January 2024)). The count matrix was filtrated at a CPM threshold ≥ 3 on at least 5 samples, except for comparisons involving cKO MTAL which were filtrated at a CPM threshold ≥ 3 on at least 3 samples. Data were normalized with an edgeR (v3.28.0) Bioconductor package [43], prior to differential analysis with a glm framework likelihood ratio test from DESeq2 (v.1.34) workflow [44]. Multiple hypothesis-adjusted p-values were calculated with the Benjamini–Hochberg procedure to control FDR. Differential analysis results were analyzed with a log2 foldchange threshold of 1 and a FDR of <0.05.

Finally, enrichment analysis was conducted with clusterProfiler R package (v4.2.2) [45] with a gene set enrichment analysis, with 4 personalized gene lists: the first encompassed 222 genes likely to be expressed in TAL (Table S2), the second comprised 213 genes that encoded phosphatases (Table S6), the third encompassed 478 genes that encoded kinases (Table S7) and the last one comprised 121 genes that encoded transcription factors (Table S8).

### 4.5. Other Data Analysis

The expression of specific genes is represented as dots corresponding to the individual cpm value of each WT or cKO MTAL or CTAL pool and expressed as median and interquartile range. Groups were compared using Mann–Whitney U test. *p* < 0.05 was regarded as statistically significant. Statistical analyses were performed using Prism 10 software.

## Figures and Tables

**Figure 1:**
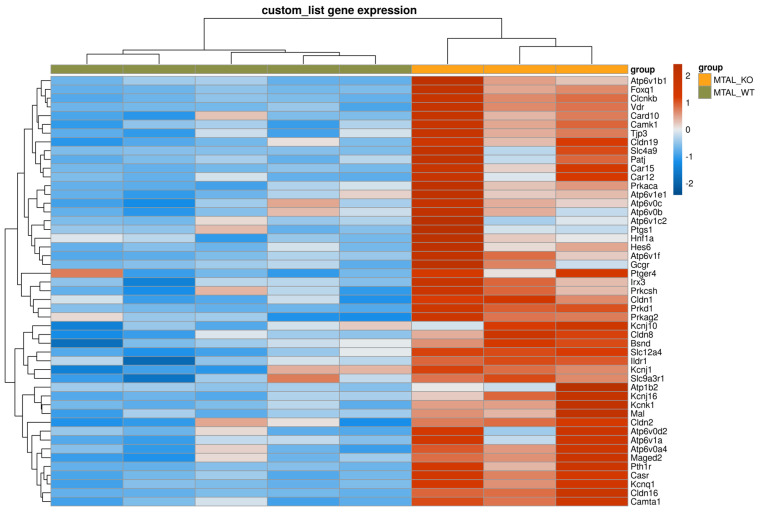
Supervised clustering of cKO MTAL and WT MTAL based on a list of genes with likely preferential expression in the TAL. The heatmap was generated using the pheatmap R package on three pools of cKO MTAL and five pools of WT MTAL. Clustering was constructed on 212 genes using Euclidean methods and complete linkage. The gradient of colors represents the expression level (z-score).

**Figure 2:**
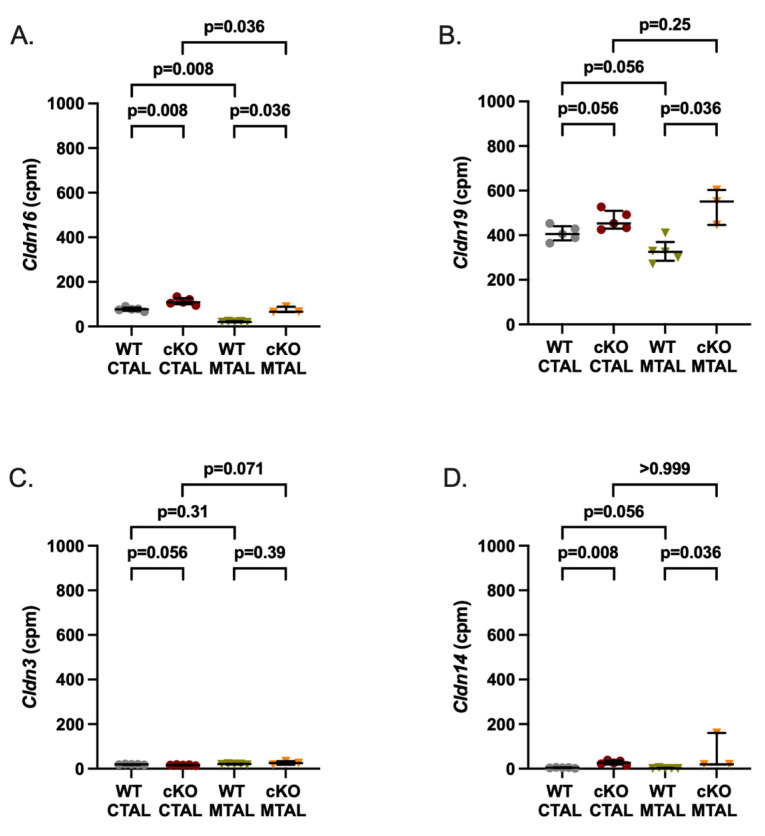
Gene expression analysis of claudins (Cldn) in WT and cKO MTAL and CTAL. (**A**) *Cldn16*. (**B**) *Cldn19*. (**C**) *Cldn3*. (**D**) *Cldn14*. Medians and interquartile ranges are shown (Mann–Whitney test); counts per millions (cpm).

**Figure 3:**
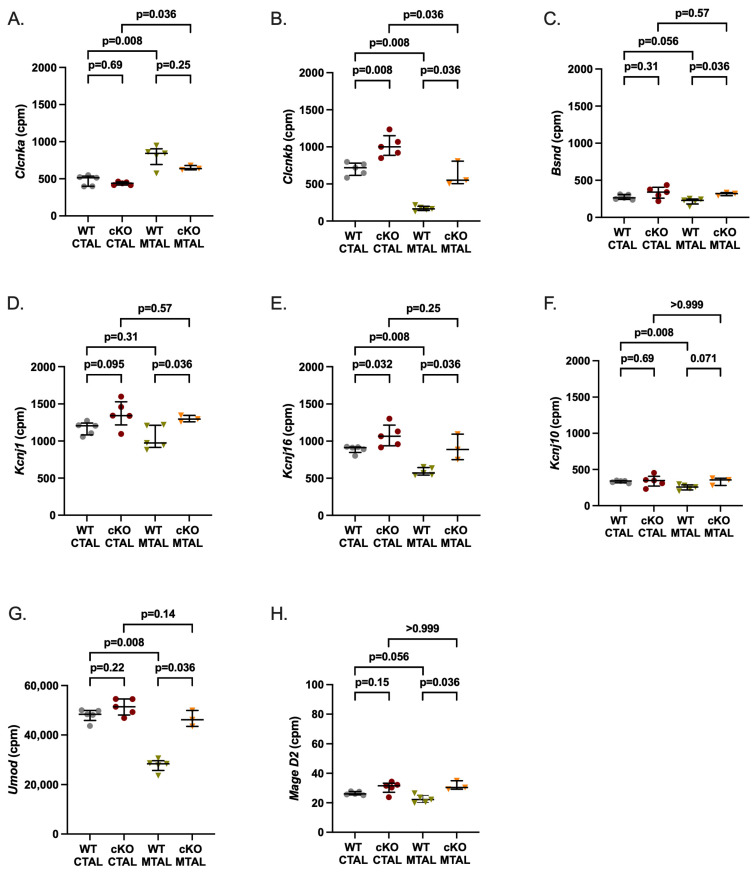
Gene expression analysis of specific ions channels, MageD2 and uromodulin in WT and cKO MTAL and CTAL. (**A**) *Clcnka* encodes the chloride channel ClC-Ka. (**B**) *Clcnkb* encodes the chloride channel ClC-Kb. (**C**) *Bsnd* encodes Barttin, an essential subunit for ClC chloride channel. (**D**) *Kcnj1* encodes the potassium channel ROMK. (**E**) *Kcnj16* encodes the potassium channel KIR5.1. (**F**) *Kcnj10* encodes the potassium channel KIR4.1. (**G**) *Umod* (uromodulin). (**H**) *MageD2*. The scales are different for *Umod* and *MageD2*. Medians and interquartile ranges are shown (Mann–Whitney test); counts per millions (cpm).

**Figure 4:**
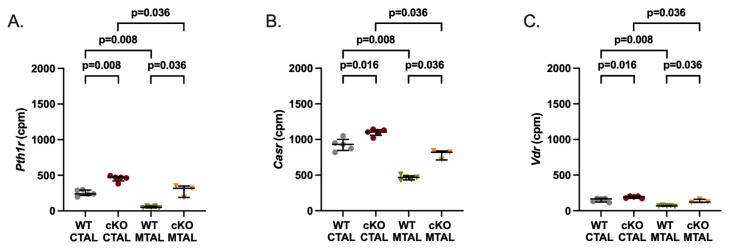
Gene expression analysis of receptors in WT and cKO MTAL and CTAL. (**A**) Parathyroid hormone receptor type 1 (*Pth1r)*. (**B**) Calcium-sensing receptor *(Casr)*. (**C**) Vitamin D receptor (*Vdr)*. Medians and interquartile ranges are shown (Mann–Whitney test); counts per millions (cpm).

**Figure 5:**
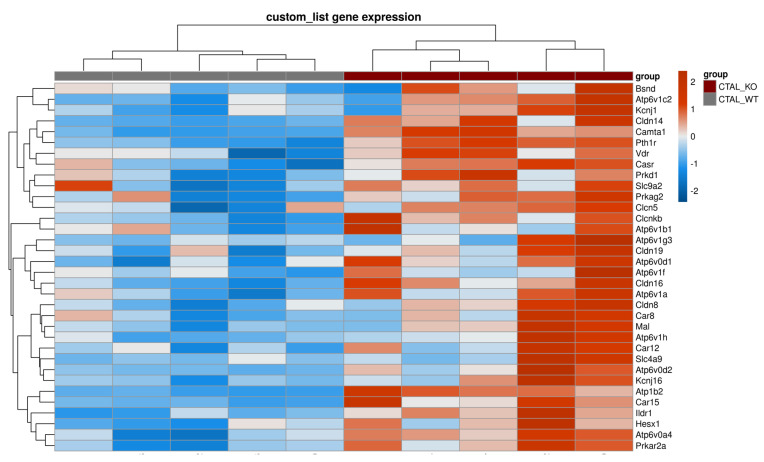
Supervised clustering of cKO CTAL and WT CTAL based on a list of genes with a likely preferential expression in the TAL. The heatmap was generated using pheatmap R package on five pools of cKO CTAL and five pools of WT CTAL. Clustering was constructed on 212 genes using Euclidean methods and complete linkage. The gradient of colors represents the expression level (z-score).

**Figure 6:**
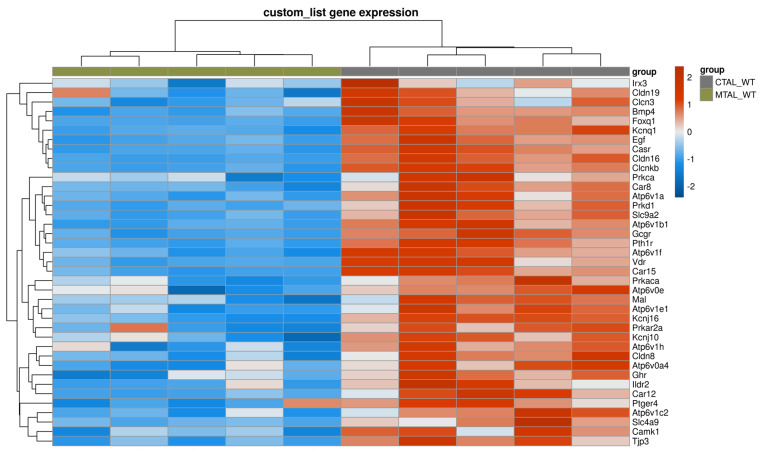
Supervised clustering of WT MTAL and WT CTAL based on a list of genes with a likely preferential expression in the TAL. The heatmap was generated using pheatmap R package on five pools of WT CTAL and five pools of WT MTAL. Clustering was constructed on 217 genes using Euclidean methods and complete linkage. The gradient of colors represents the expression level (z-score).

**Figure 7:**
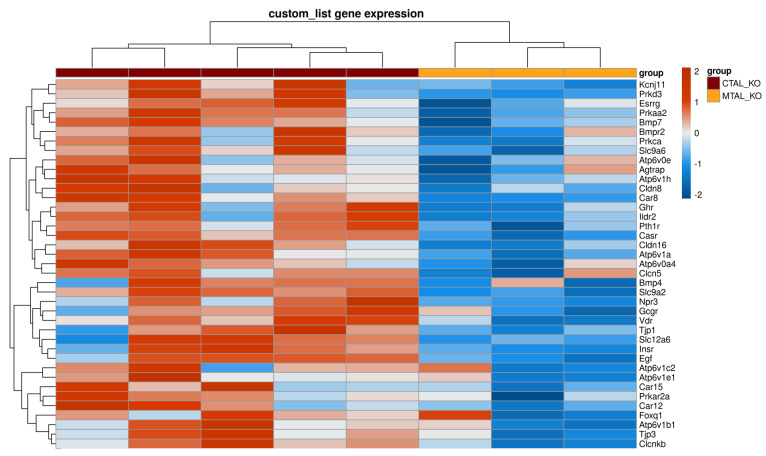
Supervised clustering of cKO MTAL and cKO CTAL based on a list of genes with a likely preferential expression in the TAL. The heatmap was generated using a pheatmap R package on five pools of cKO CTAL and three pools of cKO MTAL. Clustering was constructed on 211 genes using Euclidean methods and complete linkage. The gradient of colors represents the expression level (z-score).

**Figure 8:**
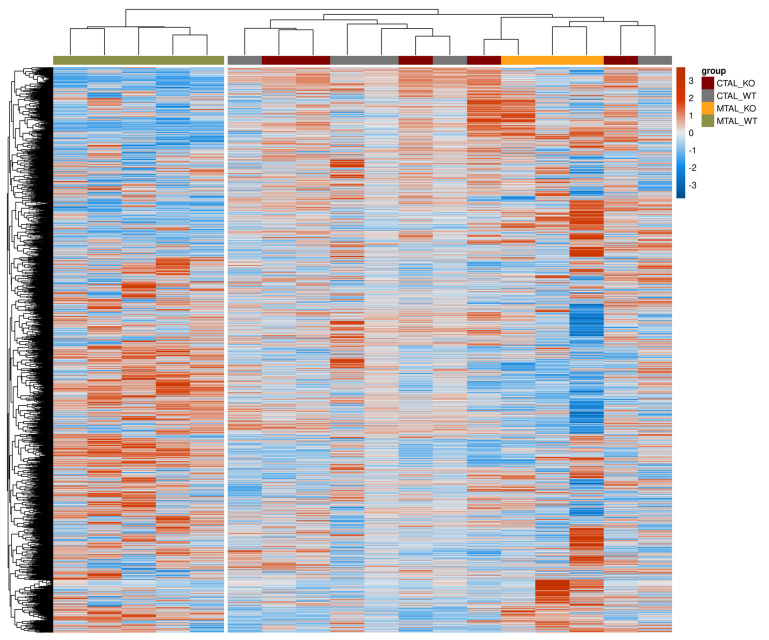
Heatmap showing gene expression pattern for all replicates of cKO MTAL, WT MTAL, cKO CTAL and WT CTAL. The heatmap was generated using pheatmap R package on five pools of WT CTAL, five pools of cKO CTAL, five pools of WT MTAL and three pools of cKO MTAL. Clustering was constructed on 10,548 genes using correlation methods and complete linkage. The gradient of colors represents the expression level (z-score).

**Figure 9:**
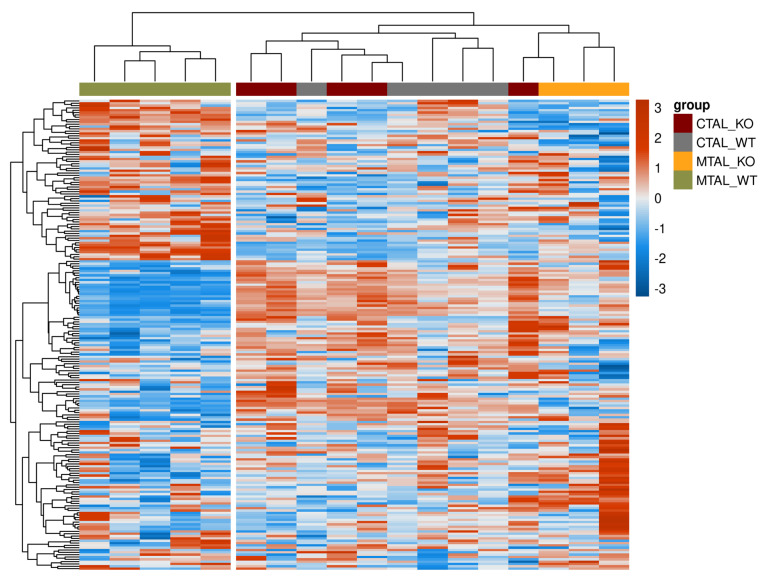
Supervised clustering of cKO MTAL, WT MTAL, cKO CTAL and WT CTAL based on a list of genes with a likely preferential expression in the TAL. The heatmap was generated using pheatmap R package on five pools of WT CTAL, five pools of cKO CTAL, five pools of WT MTAL and three pools of cKO MTAL. Clustering was constructed on 202 genes using correlation methods and complete linkage. The gradient of colors represents the expression level (z-score).

## Data Availability

Raw sequence reads and from RNA-seq and processed data are available from GEO under accession number GSE252783.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25074008/s1.

# Supplementary material for: Claudin-10 Expression and the Gene Expression Pattern of Thick Ascending Limb Cells
**Source:** Int J Mol Sci. 2024 Apr 3;25(7):4008. doi: 10.3390/ijms25074008
**Supplement:** Supplementary file 1

## Supplementary Materials

**Figure S1: Gene expression analyses of *Cldn10* (A), *Slc12a1* (encoding the Na<sup>+</sup>-K<sup>+</sup>-2Cl<sup>-</sup> cotransporter NKCC2) (B), *Slc2a2* (encoding the glucose transporter 2) (C), *Slc12a3* (encoding the thiazide sensitive Na<sup>+</sup>-Cl<sup>-</sup> cotransporter NCC) (D) and *Aqp2* (Aquaporin-2) (E) in WT and cKO CTAL and MTAL.** Medians and interquartile ranges are shown (Mann-Whitney test); Counts per millions (cpm).

**Figure S2: Heatmap showing gene expression pattern for all replicates of cKO MTAL and WT MTAL.** The heatmap was generated using pheatmap R package on 3 pools of cKO MTAL and 5 pools of WT MTAL. Clustering was constructed on genes using Euclidean methods and complete linkage. The gradient of colors represents the expression level (z-score). More expressed and less expressed genes are reported in Table S1.

**Figure S3: Heatmap for gene expression of phosphatases in cKO MTAL and WT MTAL.** The heatmap was generated using pheatmap R package on 3 pools of cKO MTAL and 5 pools of WT MTAL. Clustering was constructed on 212 genes using Euclidean methods and complete linkage. The gradient of colors represents the expression level (z-score).

**Figure S4: Heatmap for gene expression of kinases in cKO MTAL and WT MTAL.**

The heatmap was generated using pheatmap R package on 3 pools of cKO MTAL and 5 pools of WT MTAL. Clustering was constructed on 476 genes using Euclidean methods and complete linkage. The gradient of colors represents the expression level (z-score).

**Figure S5: Heatmap for gene expression of transcription factors in cKO MTAL and WT MTAL.**

The heatmap was generated using pheatmap R package on 3 pools of cKO MTAL and 5 pools of WT MTAL. Clustering was constructed on 120 genes using Euclidean methods and complete linkage. The gradient of colors represents the expression level (z-score).

**Figure S6: Heatmap showing gene expression pattern for all replicates of cKO CTAL and WT CTAL.** The heatmap was generated using pheatmap R package on 5 pools of cKO CTAL and 5 pools of WT CTAL. Clustering was constructed on genes using Euclidean methods and complete linkage. The gradient of colors represents the expression level (z-score). More expressed and less expressed genes are reported in Table S3.

**Figure S7: Heatmap showing gene expression pattern for all replicates of WT MTAL and WT CTAL.** The heatmap was generated using pheatmap R package on 5 pools of WT CTAL and 5 pools of WT MTAL. Clustering was constructed on genes using Euclidean methods and complete linkage. The gradient of colors represents the expression level (z-score). More expressed and less expressed genes are reported in Table S4.

**Figure S8: Heatmap for gene expression of phosphatases in WT MTAL and WT CTAL.** The heatmap was generated using pheatmap R package on 5 pools of WT CTAL and 5 pools of WT MTAL. Clustering was constructed on 212 genes using Euclidean methods and complete linkage. The gradient of colors represents the expression level (z-score).

**Figure S9: Heatmap for gene expression of kinases in WT MTAL and WT CTAL.** The heatmap was generated using pheatmap R package on 5 pools of WT CTAL and 5 pools of WT MTAL. Clustering was constructed on 477 genes using Euclidean methods and complete linkage. The gradient of colors represents the expression level (z-score).

**Figure S10: Heatmap for gene expression of transcription factors in WT MTAL and WT CTAL.**

The heatmap was generated using pheatmap R package on 5 pools of WT CTAL and 5 pools of WT MTAL. Clustering was constructed on 119 genes using Euclidean methods and complete linkage. The gradient of colors represents the expression level (z-score).

**Figure S11: Heatmap showing gene expression pattern for all replicates of cKO MTAL and cKO CTAL.** The heatmap was generated using pheatmap R package on 5 pools of cKO CTAL and 3 pools of cKO MTAL. Clustering was constructed on genes using Euclidean methods and complete linkage. The gradient of colors represents the expression level (z score). More expressed and less expressed genes are reported in Table S5.

**Figure S12: Heatmap for gene expression of phosphatases in cKO MTAL and cKO CTAL.** The heatmap was generated using pheatmap R package on 5 pools of cKO CTAL and 3 pools of cKO MTAL. Clustering was constructed on 211 genes using Euclidean methods and complete linkage. The gradient of colors represents the expression level (z-score).

**Figure S13: Heatmap for gene expression of transcription factors in cKO MTAL and cKO CTAL.**

The heatmap was generated using pheatmap R package on 5 pools of cKO CTAL and 3 pools of cKO MTAL. Clustering was constructed on 120 genes using Euclidean methods and complete linkage. The gradient of colors represents the expression level (z-score).

**Figure S14: Heatmap for gene expression of phosphatases in cKO MTAL, WT MTAL, cKO CTAL and WT CTAL** The heatmap was generated using pheatmap R package on 5 pools of WT CTAL, 5 pools of cKO CTAL, 5 pools of WT MTAL and 3 pools of cKO MTAL. Clustering was constructed on 191 genes using correlation methods and complete linkage. The gradient of colors represents the expression level (z-score).

**Figure S15: Heatmap for gene expression of kinases in cKO MTAL, WT MTAL, cKO CTAL and WT CTAL** The heatmap was generated using pheatmap R package on 5 pools of WT CTAL, 5 pools of cKO CTAL, 5 pools of WT MTAL and 3 pools of cKO MTAL. Clustering was constructed on 450 genes using correlation methods and complete linkage. The gradient of colors represents the expression level (z-score).

**Figure S16: Heatmap for gene expression of transcription factors in cKO MTAL, WT MTAL, cKO CTAL and WT CTAL** The heatmap was generated using pheatmap R package on 5 pools of WT CTAL, 5 pools of cKO CTAL, 5 pools of WT MTAL and 3 pools of cKO MTAL. Clustering was constructed on 113 genes using correlation methods and complete linkage. The gradient of colors represents the expression level (z-score).

**Table S1: More expressed and less expressed genes in cKO MTAL compared to WT MTAL.** Three pools of cKO MTAL and 5 pools of WT MTAL were used for analysis. 637 genes were differentially expressed between WT MTAL and cKO MTAL replicates: 179 genes were less expressed and 458 genes more expressed in cKO MTAL compared to WT MTAL. Transcripts per million (TPM) are reported. Log2 Fold Change (logFC); Fold Change (FC); p-value (PValue); adjusted p-value (FDR)

**Table S2: List of 222 genes with a likely preferential expression in the TAL**

**Table S3: More expressed and less expressed genes in cKO CTAL compared to WT CTAL.** Five pools of cKO CTAL and 5 pools of WT CTAL were used for analysis. 66 genes were differentially expressed between cKO CTAL and WT CTAL: 29 genes were less expressed and 37 genes were more expressed in cKO CTAL compared to WT CTAL. Transcripts per million (TPM) are reported. Log2 Fold Change (logFC); Fold Change (FC); p-value (PValue); adjusted p-value (FDR).

**Table S4: More expressed and less expressed genes in WT MTAL compared to WT CTAL.** Five pools of WT MTALs and 5 pools of WT CTALs were used for analysis. 291 genes were differentially expressed between WT MTAL and WT CTAL: 205 genes were less expressed and 86 genes were more expressed in WT MTAL compared to WT CTAL. Transcripts per million (TPM) are reported. Log2 Fold Change (logFC); Fold Change (FC); raw p-value (PValue); adjusted p-value (FDR).

**Table S5: More expressed and less expressed genes in cKO MTAL compared to cKO CTAL.** Three pools of cKO MTAL and 5 pools of cKO CTAL were used for analysis. 359 genes were differentially expressed between cKO MTAL and cKO CTAL : 78 genes were less expressed and 281 genes were more expressed in cKO MTAL compared to cKO CTAL. Transcripts per million (TPM) are reported. Log2 Fold Change (logFC); Fold Change (FC); raw p-value (PValue); adjusted p-value (FDR).

**Table S6: List of phosphatase genes**

**Table S7: List of kinase genes**

**Table S8: List of transcription factor genes**

How the deposited data were processed for this re-analysis (not part of the article)

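RNA was sequenced from 18 pools of thick ascending limbs of adult male mice, each pool from a distinct animal: 5 pools of WT CTAL, 5 of WT MTAL, 5 of cKO CTAL and 3 of cKO MTAL. The authors trimmed the reads with fastp, mapped them to mm10 with the Illumina DRAGEN platform and quantified them per gene with a gencode annotation. The estimated counts deposited by the authors are not normalized and sum to a different total in each pool. The authors also deposited TPM values, in which the counts are corrected for transcript length and scaled to the same total in each pool. The paper excluded 2 pools of cKO MTAL after quality control and 1 pool of cKO CTAL for its level of *Cldn10*, and these pools were not analysed here. The paper's text and supplementary files do not state whether the counting used the strand or how reads that map to several genes were treated, so that values of overlapping or near-identical genes are uncertain.

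Both tables hold 55401 genes, of which 33307 had counts in these pools, and 55141 of the gene identifiers (99.5%) are in the reference annotation of GRCm38, the build also called mm10. All columns were mapped to pools. The estimated counts were rounded to whole numbers before any count test, where the plan written in advance had assumed whole counts. Total counts ranged from 10824299 to 62339939, the number of genes detected from 20364 to 25265 per pool, and the 10 most abundant genes took from 18.0% to 25.6% of the counts. The TMM factors lay between 0.936 and 1.08. Replicate pairs were compared gene by gene. The chi-square per gene lay between 18.5 and 199, so that no pair differed by as little as the sampling noise, and Pearson's r of log2 values lay between 0.94 and 0.99 across genes. The TPM values of the paper's supplementary tables were compared with the deposited ones and were equal for 5072 of 5088 values of Table S1, 659 of 660 of Table S3, 2812 of 2824 of Table S4 and 2866 of 2872 of Table S5.

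The comparisons were cKO MTAL with WT MTAL, cKO CTAL with WT CTAL, WT MTAL with WT CTAL, cKO MTAL with cKO CTAL and cKO MTAL with WT CTAL. Each was fitted on the pools of its groups only. Genes with at least 3 CPM in at least 5 pools, or in at least 3 pools where cKO MTAL entered, were tested with the quasi-likelihood F test of edgeR (version 4.0.16, R version 4.3.3) after TMM normalization. Genes with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1 were counted. The difference between the genotype effects of the segments was tested as an interaction term in one fit of all 18 pools over 12586 genes. Levels of single genes are CPM on TMM-normalized library sizes, given as mean ± SD and compared with exact two-sided Mann-Whitney tests. The lists of the paper's supplementary tables hold 218 TAL genes, 213 phosphatases, 478 kinases and 121 transcription factors. They were tested with camera from limma (version 3.58.1) at its preset correlation between genes, and their leading edges were taken from fgsea (version 1.28.0) with genes ranked on the log2 fold change. The ranking statistic of the paper is not named in its text. Trees of pools were built by complete linkage on log2(CPM + 1), as z-scores per gene, on Euclidean distance for pairs of groups and on correlation distance for all 18 pools. The number of misplaced pools is the smallest number of pools that would have to change between the first 2 branches to separate the groups.

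The genes named in the text were fixed by a rule. They are the genes for which the paper gives a measurement, the 3 genes with the largest rise and the 3 with the largest fall of each comparison among those past the threshold whose groups do not overlap in CPM, and the members of 13 marker lists. These lists are proximal tubule, thin limb, macula densa, distal convoluted tubule, principal cell, intercalated cell, endothelium, immune cell, fibroblast and pericyte, tubular injury, circadian clock, immediate early and sex. They were written before the data were examined, as were the design of each test and the alternatives, but after the paper's supplementary tables had been read, which rest on these pools. Some genes that the paper measures are not reported here, so that 24 of its genes are. *Xist* was singled out as a member of the sex list, and *Gh* as one of the genes with the largest rise.

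The scripts were tested on counts simulated from the means and totals of these pools with 200 changed genes. At 3 pools against 5 the quasi-likelihood test recovered 186 of the 191 changed genes that passed the filter, with 2 false calls among 11714 genes, and at 5 against 5 it recovered 181 of 181 with 5 false calls among 11663 genes. With nothing changed it called 2 of 11705 and 0 of 11660 genes. The interaction test recovered 186 changed genes with 10 false calls among 12035 genes.

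The alternatives were the likelihood ratio test of edgeR, the likelihood ratio test of DESeq2 (version 1.42.0) with edgeR's TMM factors (the paper's methods name this test and a normalization with edgeR, without its kind), the Wald test of DESeq2 with its own size factors, RLE normalization, no filter on low counts, the filterByExpr filter of edgeR, one fit of all 4 groups, no threshold on the fold change, limma on log2(TPM + 1), leaving out each pool in turn, and WT CTAL replicate 1 counted as cKO as its genotype label has it. Gene lists were also tested with fry and with an estimated correlation, and trees with other distances, linkages and values. A term for the pools that contain *Xist* was added after the data had been seen. For other groupings, all 56 divisions of 3 against 5 pools, 100 of the 126 divisions of 5 against 5, and 40 divisions for the interaction were fitted. To test for an effect of depth, the counts of each pool were thinned at random to the lowest total.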

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

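Among the tests given here, those of the source of *Xist*, of the genes that lose the threshold with a term for *Xist*, of the loss and the phase of the clock genes and of the number of endothelial cells were chosen only after the result was seen.

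For 24 genes the paper names, 72 groups of 5 pools were examined for a pool far from the other 4, and 7 such pools were found, where chance gives 3.6. *Slc12a3* had 60.2 CPM in cKO CTAL replicate 2, with 2.34 to 11.9 in the other 4 pools. *Aqp2* had 147 CPM in WT MTAL replicate 11 (others 19.5 to 42.9) and *Cldn14* 5.01 CPM in WT MTAL replicate 13 (others 1.32 to 1.63). *Bsnd* had 146 CPM in WT MTAL replicate 15 (others 232 to 260). *Irx3* had 84.4 CPM in WT CTAL replicate 22 (others 42.4 to 54.4) and 23.7 CPM in WT MTAL replicate 17 (others 39.4 to 44.8). *Ptger3* had 789 CPM in cKO CTAL replicate 21 (others 687 to 701). After thinning to the lowest total, 6 of the 7 pools were still apart, which argues against library depth for these. Only 3 were apart with plain CPM and with TPM as well, namely those of *Slc12a3*, *Aqp2* and *Cldn14*, so that for the other 4 the normalization stays a possible explanation. The design names no condition that separates single pools. A biological explanation was tested only for the pools of *Aqp2* and *Slc12a3*, as given next.

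For *Aqp2* in WT MTAL replicate 11, principal cells in the pool are a candidate source. The other 5 genes of the principal cell list were all highest in this pool among the WT MTAL pools, the most abundant being *Hsd11b2* (72.7 CPM, others 10.1 to 24.7) and *Aqp3* (57.2 CPM, others 7.83 to 18). For *Slc12a3* in cKO CTAL replicate 2, 1 of the 3 other genes of the distal convoluted tubule list was highest in the pool, *Calb1* (36.4 CPM, others 3.6 to 11.3). *Trpm6* had 1.21 CPM and *Pvalb* 0.0607 CPM there, levels too low to decide, so that cells of the distal convoluted tubule in the pool and a change in single genes cannot be told apart.

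The genotype effect differed between the segments, by an interaction term with an adjusted p under 0.05 in edgeR's quasi-likelihood test, for 36 genes. For 33 of them the log2 fold change, taken with its sign, was higher in MTAL. Among the 24 genes, the term was 1.23 on the log2 scale for *Cldn16*, 0.61 for *Umod*, 1.53 for *Pth1r* and 1.88 for *Foxq1*. The number of genes varied with single pools, with 570 genes without cKO MTAL replicate 18, 137 without WT MTAL replicate 13 and 15 without cKO CTAL replicate 9. It fell to 17 when WT CTAL replicate 1 was counted as cKO. Of 40 divisions of the pools, drawn from 14112, 2 gave as many genes, the real one included, and the other one gave 54. This share is not under 0.05, so the number of genes alone does not set the real grouping apart from others. A segment-specific effect of the genotype, which the design names, stays open, as do differences between pools.

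*Xist*, which is transcribed from the inactive X chromosome, was present at 6.5 to 8.77 CPM in 7 of the 18 pools and at 0.233 to 0.738 CPM in the other 11, although all mice were male. The 7 pools are 2 WT CTAL, 1 cKO CTAL, 4 of the 5 WT MTAL and 0 of the 3 cKO MTAL pools. The paper does not report this gene. Female animals in these pools are argued against by 4 Y-linked genes, which together had 87.8 to 110 CPM in the 7 pools and 90.2 to 127 CPM in the others. Library depth is argued against as well, since the totals of the 7 pools (10824299 to 53280672) overlap those of the others (13275232 to 62339939). Reads from one other source of RNA in these pools were tested on genes chosen in CTAL. Between the 3 CTAL pools with *Xist* and the 7 without, 18 of 12075 genes were apart and higher by at least 1 on the log2(CPM + 1) scale and 13 were lower, and 4 of all 120 choices of 3 of the 10 pools gave as many higher genes. In WT MTAL, which had not been used to choose them, the pool without *Xist* was the lowest of 5 for 15 of the 18 genes, or 83.3%, where chance gives 20% and all genes gave 19.3%. The most abundant of the 18 in CTAL, named after their values were seen, were *Gm46620* (55.8 against 8.91 CPM), *Aqp1* (52.7 against 17.6 CPM), *Ass1* (18.7 against 7.39 CPM) and *Col1a2* (16.1 against 2.06 CPM). *Ass1* was one of the 3 genes for which the WT MTAL pool without *Xist* was not the lowest. These values are consistent with one shared source of RNA in the 7 pools, such as another sample or other cells, which was not identified.

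The pools with *Xist* are unevenly spread over the genotypes in MTAL, so their share in the lower genes of cKO MTAL was tested. With a term for these pools in the fit of all 4 groups, an alternative chosen after seeing the data, 82 of the 126 lower genes stayed past the threshold, against 121 in the same fit without the term, which argues against this source as the cause of the lower genes as a whole. Through the term itself 39 genes lost the threshold, and for them the source and the genotype cannot be told apart, since 4 of 5 WT MTAL and 0 of 3 cKO MTAL pools contain *Xist*. In all, the fit with the term gave 483 genes between the genotypes in MTAL and the same fit without the term 807. Of the 126 lower genes, 3 were among the 18 genes above.

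*Gh*, the gene of growth hormone, was present in each of the 8 cKO pools at 4.12 to 20.5 CPM and in the 10 WT pools at 0.15 to 1 CPM. The lowest count in a cKO pool was 85 and the highest in a WT pool 61. Although its rise is in the paper's tables, the text does not discuss it. RNA from pituitary cells is argued against by 6 other pituitary hormone genes, which together reached 1.12 CPM in the cKO pools and 1.97 CPM in the WT pools, while *Prl* was at 0 CPM in the cKO pools. In the thinned counts the lowest cKO pool had 4.28 CPM and the highest WT pool 0.946. Thinning keeps the expected CPM, so that these values could hardly have spoken for depth. A difference by genotype remains as a hypothesis. Whether sequence carried by the Cre transgene contributes reads to *Gh* was not tested, since reads were not analysed here.

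The genes of the circadian clock list, which the paper does not discuss as a group, were lower in cKO CTAL by a median of −0.76 on the log2 scale (9 of 12 genes lower) and in cKO MTAL by a median of −0.97 (10 of 14). In limma's camera the adjusted p was 1.67e-09 in CTAL and 0.000646 in MTAL, over 59 pairs of list and comparison. With fry it was 0.0138 in CTAL and 0.0537 in MTAL, and with an estimated correlation it was 0.0232 in CTAL and 0.163 in MTAL. *Dbp* fell from 111 ± 37.6 CPM (SD, n = 5) to 32.3 ± 11.4 CPM (SD, n = 5) in CTAL (log2 fold change −1.81, adjusted p = 0.00225) and from 90.8 ± 45.5 CPM (SD, n = 5) to 32.8 ± 14.1 CPM (SD, n = 3) in MTAL (−1.47, adjusted p = 0.0166). *Arntl* rose from 4.27 ± 1.33 to 12.1 ± 4.48 CPM in CTAL (1.51, adjusted p = 0.0151) and did not pass in MTAL (1.20, adjusted p = 0.0975). Between the genotypes 15 genes were apart with all counts and 15 after thinning, both segments together. Thinning keeps the expected CPM of a gene, so that these numbers could hardly have spoken for depth. Loss of clock gene expression as a whole is argued against by 2 rises with an adjusted p under 0.05, that of *Arntl* in CTAL and that of *Npas2* in MTAL (log2 fold change 2.61, adjusted p = 0.00692). Of 11 genes in the opposed arms of the clock, 9 moved as another phase of the clock at dissection would have it: 2 of 3 genes of the *Bmal1* (*Arntl*) arm rose, *Nfil3* without passing the threshold in either segment, and 7 of 8 genes of the other arm fell in both segments. The exceptions were *Clock* and *Per1*, which moved in opposite directions in the segments, and *Cry1* was not assigned to an arm. Another phase at dissection may therefore contribute. An effect of the genotype on the clock stays open as well, since the hour of dissection is not part of the design analysed here.

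All 8 genes of the endothelium list were lower in cKO MTAL (median −0.98 on the log2 scale) and all 8 in cKO CTAL (median −0.57). In camera the adjusted p was 2.45e-08 in MTAL and 4.12e-09 in CTAL, with fry 0.0361 and 0.0895, and with an estimated correlation 0.163 in MTAL. The most abundant gene, *Plvap*, had 132 ± 23.3 CPM (SD, n = 5) in WT MTAL and 72.1 ± 31.9 CPM (SD, n = 3) in cKO MTAL, and *Flt1* had 59.2 and 27.4 CPM. In the CTAL pools *Plvap* had 119 ± 40.8 CPM (SD, n = 5) in WT and 69.6 ± 11.1 CPM (SD, n = 5) in cKO. All 8 genes passed the filter on low counts in both segments, in WT pools too. The median in MTAL was −0.95 after thinning. Since thinning keeps the expected CPM of a gene, this value could hardly have spoken for library depth. Fewer endothelial cells attached to the dissected cKO tubules were tested on 15 other endothelial genes, which are not in the list and were chosen without regard to their values. All 13 that passed the filter in MTAL were lower in cKO pools (median −0.81 on the log2 scale), as were all 12 in CTAL (median −0.55), or 25 of 25 differences, while 49.9% and 49.5% of all genes were lower. Fewer endothelial cells are therefore a candidate explanation. Whether vessels were fewer in the kidneys of the mutant mice or were removed more completely at dissection was not tested.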

How the results depend on the processing

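Among the tests given here, only the term for the pools that contain *Xist* was chosen after the result was seen. No paired analysis was possible because each pool came from a distinct animal and no replicate number is shared between the groups. Unless a reason is given, the cause was not tested for the changes named here.

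The number of differentially expressed genes in cKO MTAL relative to WT MTAL, 451 with edgeR's quasi-likelihood test, was 692 with edgeR's likelihood ratio test, 633 and 636 with the likelihood ratio and Wald tests of DESeq2, 450 with RLE normalization, 480 with filterByExpr, 869 without a filter on low counts and 807 in one fit of all 4 groups. In CTAL the same settings gave 45 to 72 genes, with 55 in the quasi-likelihood test, and between WT MTAL and WT CTAL they gave 268 to 393 genes, with 270 in that test, so that these numbers stayed within 1.5 times. Between cKO MTAL and cKO CTAL, where the quasi-likelihood test gave 113 genes, the likelihood ratio test of edgeR gave 404, that of DESeq2 388, the Wald test 359, the fit without filter 344 and the fit of 4 groups 354. Between cKO MTAL and WT CTAL, with 146 genes, these settings gave 329, 301, 297, 382 and 298. Without a threshold on the fold change the numbers were 845, 143, 800, 211 and 300 in the order cKO MTAL with WT MTAL, cKO CTAL with WT CTAL, WT MTAL with WT CTAL, cKO MTAL with cKO CTAL and cKO MTAL with WT CTAL, since a criterion is dropped.

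With the deposited TPM values the number was 224 in MTAL, 63 between the cKO segments and 73 between cKO MTAL and WT CTAL, and 37 in CTAL and 188 between the WT segments. The share of higher genes was 89.3% against 72.1% in MTAL and 83.8% against 54.5% in CTAL, and the median of all genes lay 0.19 and 0.13 higher on the log2 scale than 0, so that changes on this scale are relative to that shift. Between cKO MTAL and WT CTAL the median lay at 0.14. With WT CTAL replicate 1 counted as cKO the number was 97 between cKO MTAL and WT CTAL, where leaving the pool out also gave 97, 44 in CTAL and 229 between the WT segments. The term for the pools with *Xist* gave 483, 43, 263, 359 and 209 genes in the order above, where the same fit of 4 groups without the term gave 807, 45, 268, 354 and 298. The 359 between the cKO segments therefore differ from the 113 through the fit of 4 groups and not through the term.

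With each pool left out in turn, the number in MTAL ran from 286 genes without cKO MTAL replicate 20 to 648 without replicate 18, and was 293 and 300 without WT MTAL replicates 15 and 17. In CTAL it ran from 38 to 69 and between the WT segments from 229 to 305. Between the cKO segments it ran from 71 without cKO CTAL replicate 9 (75 without replicate 7) to 661 without cKO MTAL replicate 18, and between cKO MTAL and WT CTAL from 89 without WT CTAL replicate 8 (90 and 97 without replicates 10 and 1) to 441 without cKO MTAL replicate 18.

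The 36 genes of the interaction of genotype and segment became 43 with RLE normalization, 79 without a filter, 379 with DESeq2's Wald test and 17 with WT CTAL replicate 1 as cKO. They ran from 15 without cKO CTAL replicate 9 to 570 without cKO MTAL replicate 18 when one pool was left out. Values above 1.5 times the number were also 137 and 60 without WT MTAL replicates 13 and 11, 67 without WT CTAL replicate 3 and 58 without cKO MTAL replicate 16. Values below it were 17 without cKO CTAL replicate 4, 20, 18 and 23 without WT CTAL replicates 1, 8 and 10, and 19 and 23 without WT MTAL replicates 15 and 17.

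For the TAL list, the adjusted p of camera in MTAL, 0.0959, ran from 0.00609 without cKO MTAL replicate 16 to 0.671 without replicate 18 and was 0.0352 without WT MTAL replicate 11. In CTAL no setting passed the threshold. Between the WT segments the adjusted p was 0.000401 with camera, 0.00112 with fry and 0.0543 with an estimated correlation, and 2.62e-05 to 0.00357 with one pool left out. Between the cKO segments it was 0.936, with fry 0.794 in the other direction, and 0.62 without cKO MTAL replicate 18 to 0.971 without cKO CTAL replicate 2. The direction changed without cKO MTAL replicate 16 (adjusted p = 0.912). Of 59 pairs of marker list and comparison, 24 passed with camera, 7 with fry and 3 with an estimated correlation.

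The leading edge of the TAL list between the cKO segments changed sides with genes ranked on the signed square root of F (44 genes). It held 30 genes, on the other side, without cKO MTAL replicate 20, and up to 55 without cKO CTAL replicate 2, and 31 without cKO CTAL replicate 4. In CTAL, with 44 genes, it held from 23 without cKO CTAL replicate 21 to 48 without WT CTAL replicate 3, with 28 without WT CTAL replicate 8. It changed sides without cKO CTAL replicate 2 (36 genes) and 9 (29 genes) and without WT CTAL replicate 1 (44 genes). In MTAL and between the WT segments it stayed on its side with every setting, with 47 to 69 and 40 to 76 genes.

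The trees of pools varied most. The numbers of misplaced pools are given for cKO MTAL with WT MTAL, cKO CTAL with WT CTAL, WT MTAL with WT CTAL and cKO MTAL with cKO CTAL, in this order. With all genes they were 2, 5, 0 and 2, on correlation distance 0, 4, 0 and 1, with average linkage 2, 4, 4 and 2, without z-scores 0, 3, 0 and 2, and without a filter 1, 5, 1 and 1. For the TAL list they were 0, 3, 0 and 2, and in the order of those 4 settings 0, 1, 0 and 0, then 2, 4, 0 and 2, then 2, 0, 0 and 2, then 0, 3, 0 and 2. The phosphatase list gave 0, 3, 1 and 2, and then 0, 5, 0 and 3, 2, 4, 4 and 2, 0, 2, 0 and 2, and 2, 3, 1 and 2. For the kinase list they were 2, 5, 4 and 2, and then 0, 5, 0 and 0, 2, 4, 4 and 2, 2, 3, 0 and 2, and 2, 5, 4 and 2. The transcription factor list gave 2, 5, 5 and 2, and then 0, 4, 2 and 2, 2, 4, 4 and 2, 2, 3, 0 and 2, and 2, 5, 5 and 2. With one pool left out, the ranges with all genes were 0 to 2 (0 without cKO MTAL replicate 20), 2 to 4, 0 to 4 (4 without WT CTAL replicate 3) and 1 to 2. For the TAL list they were 0 throughout in MTAL and between the WT segments, 0 (without cKO CTAL replicate 9) to 3 in CTAL and 0 (without cKO MTAL replicate 18) to 2 between the cKO segments. For the phosphatase list they were 0 to 2 (2 without WT MTAL replicate 13), 2 to 3, 0 to 4 (4 without WT CTAL replicate 3) and 1 to 2, for the kinase list 0 to 2, 2 to 4, 0 to 4 (0 without WT CTAL replicate 8) and 1 to 2, and for the transcription factor list 0 to 2, 3 to 4, 0 to 4 (0 without WT CTAL replicate 8) and 1 to 3 (3 without cKO MTAL replicate 20).

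In trees of all 18 pools, the number of pools that would have to change branches to set WT MTAL apart was 0 with all genes, 0 with the TAL list, 1 with the phosphatase list, 0 with the kinase list and 8 with the transcription factor list. On Euclidean distance the numbers were 6, 0, 6, 6 and 6, with average linkage 0, 0, 0, 4 and 1, without z-scores 6, 0, 0, 0 and 0, without a filter 2, 0, 1, 0 and 8, and with TPM 2, 2, 3, 2 and 1. With one pool left out they ran from 0 to 6 (6 without cKO CTAL replicate 9), 0 to 3 (3 without WT MTAL replicate 17), 0 to 1 (0 without WT CTAL replicate 1), 0 to 4 (4 without WT MTAL replicate 17) and 0 to 8 (0 without WT CTAL replicate 8).

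The mean difference between the distances of cKO MTAL to WT MTAL and to WT CTAL, 0.0663, kept its sign in every setting. It was 0.0793 with a pseudocount of 0.1 and 0.0101 as 1 minus Pearson's correlation, which has another scale, and 0.0592 to 0.0849 with one pool left out (the latter without WT MTAL replicate 13). Spearman's rho between the segment difference and the genotype effect in MTAL, 0.559, was 0.509 without a filter, 0.589 as Pearson's r and 0.334 with no WT MTAL pool in both comparisons. It ran from 0.493 to 0.602 with one pool left out. For the genotype effects of both segments, rho was 0.35, 0.0738 without a filter, 0.459 as Pearson's r and 0.256 (without cKO MTAL replicate 18) to 0.388 (without replicate 20) with one pool left out.

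Of 78 pairs of a gene and a comparison whose log2 fold change is given in the text, 58 kept the sign and the side of the threshold with each pool left out, while 14 lost the threshold, 5 came to pass it and 1 changed its sign in at least 1 of these fits. The latter was *Pth1r* between cKO MTAL and WT CTAL, whose log2 fold change ran from −0.071 without cKO MTAL replicate 18 to 0.32 without replicate 16. Over all 113 pairs of the 24 genes and the 5 comparisons that could be tested, 19 changed sign with one pool left out, and 0 of these 19 had an adjusted p under 0.05 with all pools. With TPM, *Ptger3* in CTAL changed its sign, to 0.054, and 10 other pairs lost the threshold. RLE normalization left 77 pairs on the same side, filterByExpr 74 and the fit without a filter 75. In the exact Mann-Whitney test, the number of the 24 genes with a p under 0.05 was 17, 6, 14, 5 and 5 in the order of the 5 comparisons given for the fold change threshold, 16, 8, 12, 4 and 4 with plain CPM and 16, 8, 12, 3 and 5 with TPM. It was 4 to 8 in CTAL and 11 to 15 between the WT segments with one pool left out. The comparisons with cKO MTAL were not run with a pool left out, since 2 pools against 5 cannot reach a p under 0.05. The depth limits what can be said on low genes. A gene under the filter of 3 CPM was not tested, and with only 3 pools of cKO MTAL a p of 0.0357 is the smallest value of the exact test.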

Differences from the paper's values

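None of the tests given here was chosen only after the result was seen, except the fit with a term for the pools that contain *Xist*.

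Between cKO MTAL and cKO CTAL, the paper's number of differentially expressed genes is 359, of which the paper's Table S5 lists 281 higher and 78 lower in cKO MTAL, whereas 113 genes were found here, 75 higher and 38 lower. Of the alternatives set before the data were examined, 5 gave between 344 and 404 genes. DESeq2's Wald test gave the paper's 359 (281 higher, 78 lower). The likelihood ratio test of edgeR gave 404 (321 and 83) and that of DESeq2 on edgeR's TMM factors 388 (314 and 74). The number was 344 (275 and 69) without a filter on low counts and 354 (294 and 60) in one fit of all 4 groups. The gap was not closed by RLE normalization (111 genes, 73 and 38), by filterByExpr (112, 77 and 35), without a fold change threshold (211) or with TPM (63, 43 and 20). Nor was it closed with any pool left out, where the number ran from 71 to 661 genes. Without cKO MTAL replicate 18 the number of lower genes, 84, was near the paper's 78. The fit with a term for the pools with *Xist*, which was chosen after seeing the data, gave 359 genes (299 and 60). Of the 113 genes, 111 are in the paper's Table S5, and the Wald test called 359 of the 359 genes of that table.

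For cKO CTAL, the paper's text gives 76 differentially expressed genes while the paper's Table S3 lists 66. Here 55 genes were found, 54 of them in that table, and the Wald test called 66 of its 66 genes. Of 32 log2 fold changes compared with the paper's tables, 0 differed by more than the standard error and 32 had the same sign.

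For single genes, the paper reports a higher expression of *Kcnj1* in cKO MTAL than in WT MTAL, where the exact Mann-Whitney test gave p = 0.0714 here and p = 0.0357 with plain CPM and with TPM. The paper reports higher *Kcnj16* and *Casr* in cKO CTAL. In the exact test, p was 0.0556 for each here. With plain CPM the exact p was 0.0317 for *Kcnj16* and 0.0159 for *Casr*, and with TPM 0.00794 for both. The paper finds no difference of *Cldn19* between WT MTAL and WT CTAL, where the exact p was 0.0159 here, 0.0556 with plain CPM and 0.151 with TPM. For *Cldn3* in cKO CTAL, Fig. 2C marks no difference, where the exact p was 0.0317 here, 0.0556 with plain CPM and 0.421 with TPM. The paper reports higher *Cldn19* in the cKO pools of both segments. In CTAL the exact p was 0.151 here, 0.0952 with plain CPM and 0.0556 with TPM, and the adjusted p from edgeR was 0.533. The paper names *Kcnj10* among the genes changed by the depletion, where the exact p was 0.25 in MTAL and 0.69 in CTAL. With TPM the exact p for *Kcnj10* in MTAL was 0.0357, and with plain CPM 0.0714. The paper finds *Ptger3* not decreased, where its log2 fold change in cKO MTAL was −0.49 (adjusted p = 0.0403, edgeR's quasi-likelihood test) and the exact Mann-Whitney p 0.0357 here, and 0.143 with plain CPM and with TPM.

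The paper places the leading edge of the TAL list between cKO MTAL and cKO CTAL on the side of cKO CTAL, where it lay on the side of cKO MTAL here with 50 genes. It lay on the paper's side with genes ranked on the signed square root of F (44 genes) and without cKO MTAL replicate 20 (30 genes).

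The numbers of misplaced pools rest on the first division of each tree. Later divisions were not examined, and the paper's wording does not name a division. In the trees of pools, the paper separates cKO MTAL from WT MTAL with the kinase and the transcription factor lists, where 2 pools were misplaced here with each list and 0 on correlation distance. In both trees with misplaced pools, cKO MTAL replicate 20 was alone on its branch. It separates the WT segments with the phosphatase, kinase and transcription factor lists, where 1, 4 and 5 pools were misplaced here. Without z-scores 0 were misplaced with each of the 3 lists, and on correlation distance 0, 0 and 2. The paper also separates the cKO segments with the phosphatase and transcription factor lists, where 2 pools were misplaced here with each. None of the alternatives reached 0 for these 2 trees, with 3 and 2 on correlation distance, 2 and 2 with average linkage, 2 and 2 without z-scores and a lowest value of 1 with one pool left out. For all 18 pools, the paper describes most WT MTAL pools as set apart with the transcription factor list, where 8 pools would have to change branches here, 1 with average linkage or with TPM, and 0 without z-scores or without WT CTAL replicate 8.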

Other observations

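Among the tests given here, those of collecting duct cells in cKO MTAL replicate 20, of the weight of single pools and of CTAL cells in the cKO MTAL pools were chosen only after the result was seen. So was the term for the pools that contain *Xist*.

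The pools of each comparison were also divided in other ways into groups of the same sizes. Of the 56 divisions of 3 against 5 pools, 1, the real one, gave as many genes between cKO MTAL and WT MTAL (451, the highest other division giving 2), between cKO MTAL and cKO CTAL (113, highest other 5) and between cKO MTAL and WT CTAL (146, highest other 3). Of 100 divisions drawn from the 126 of 5 against 5 pools, the real one alone gave as many genes between cKO CTAL and WT CTAL (55, highest other 0) and between WT MTAL and WT CTAL (270, highest other 18).

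More genes differed between the genotypes in MTAL than in CTAL. The excess remained at equal depth, where 442 genes passed in MTAL and 60 in CTAL with each pool thinned to the lowest total. It also remained at equal numbers of pools, where the 10 choices of 3 of the 5 cKO CTAL pools gave between 24 and 55 genes. MTAL had fewer cKO pools and lower median totals in both genotypes. These tests could therefore hardly have favoured depth or the number of pools as the source of an excess in MTAL. A larger effect of the genotype in MTAL stays as a hypothesis, with the reservation that the number of genes with a different effect in the segments was not set apart from that of other divisions of the pools. Other differences between the MTAL groups were not separated from the genotype, such as the nephrocalcinosis that the paper reports in the cKO outer medulla. In one fit of all 4 groups, 807 genes passed in MTAL and 45 in CTAL. With a term for the pools that contain *Xist*, 483 and 43 did. Without cKO MTAL replicate 20, 286 genes passed in MTAL.

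Single cKO MTAL pools carried much weight. Without replicate 18, 661 genes passed between the cKO segments, against 113 with all pools, so that 1 pool may decide this number. In replicate 20, all 13 genes of the principal and intercalated cell lists were higher than the mean of the other 2 cKO MTAL pools, by a median ratio of 8.78, and 11 of them were the highest of all 18 pools. The most abundant were *Aqp2* (551 against 45.3 CPM), *Aqp3* (164 against 17.1 CPM), *Hsd11b2* (156 against 22.4 CPM) and *Slc4a1* (66.3 against 10.8 CPM). Collecting duct cells in this pool are a candidate explanation. Most of these genes also passed the filter on low counts in the other groups, with 6 principal cell and 7 intercalated cell genes tested in CTAL, so low levels of them are present in each group of pools. Whether the mutant medulla contains more such cells was not tested.

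For the genes that differ between the WT segments, the cKO MTAL pools lay between them in the median over genes. Single genes went beyond WT CTAL on average, *Pth1r* among them. For the 194 genes more expressed in WT CTAL than in WT MTAL, the values in cKO MTAL had moved by 72 ± 16% (SD, n = 3) of the difference between the WT segments, and for the 76 genes more expressed in WT MTAL by 67.1 ± 14.1% (SD, n = 3). In the order replicate 16, 18 and 20, the share was 56.4%, 71.3% and 88.4% for the first and 59.7%, 58.3% and 83.4% for the second set. These shares are medians on the log2 scale and relative to WT CTAL. They were measured against the same WT pools on which the genes were chosen. CTAL cells in the cKO MTAL pools would be cKO CTAL cells, and on the CPM scale they would raise and lower genes by the same share of the difference to cKO CTAL in a given pool. This was tested with genes chosen on 3 of the WT MTAL pools and measured against the other 2, in all 10 divisions. The genes higher in CTAL had risen by a median of 27.7%, 43.1% and 57.7% and the genes higher in MTAL had fallen by 55.5%, 61.3% and 79.2% in replicates 16, 18 and 20. The difference was 22.5 ± 4.92 percentage points (SD, n = 3) and had the same sign in each pool in all 10 divisions, which argues against CTAL cells as the whole cause. Past the threshold and in the same direction against WT MTAL, cKO CTAL and WT CTAL alike were 14 genes, 13 higher and 1 lower in cKO MTAL, where another division of the pools gave at most 5 genes in any of these comparisons. The number was 17, 260 and 10 without replicates 16, 18 and 20. Since a mixture lies between its parts, CTAL cells are argued against for these 14 genes, which include *Psca*. A smaller part of CTAL cells in the values of other genes stays open, as does a change of expression in MTAL cells, which the paper describes.

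The marker lists gave 24 results with an adjusted p under 0.05 in camera among 59 pairs of list and comparison. Tubular injury genes were higher in cKO MTAL (5 of 6 genes, median log2 fold change 1.62, adjusted p = 5.71e-06, with fry 0.0815) and in cKO CTAL (5 of 6, 0.81, adjusted p = 5.47e-05, with fry 0.138). The most abundant, *Spp1*, rose from 1100 to 3949 CPM in MTAL and from 1468 to 2494 CPM in CTAL, and *Lcn2* from 10.8 ± 3.35 CPM (SD, n = 5) to 117 ± 144 CPM (SD, n = 3) in MTAL. Immediate early genes were lower in cKO than in WT CTAL (9 of 9, −0.94, adjusted p = 8.29e-20, with fry 0.037) and higher in cKO MTAL than in cKO CTAL (9 of 9, 1.69, adjusted p = 6.2e-44, with an estimated correlation 0.00742), with *Fos* at 362 ± 121 CPM (SD, n = 5) in WT CTAL and 172 ± 30.1 CPM (SD, n = 5) in cKO CTAL. Thin limb genes were higher in cKO MTAL than in cKO CTAL (4 of 4, 2.1, adjusted p = 2.16e-11, with fry 0.000835) and in WT MTAL than in WT CTAL (2 of 2, adjusted p = 0.00627). Intercalated cell genes were higher in cKO MTAL than in WT MTAL (6 of 6, 1.95, adjusted p = 0.00525, with fry 0.257) and in cKO CTAL than in WT CTAL (5 of 7, 0.91, adjusted p = 0.0199, with fry 0.387). In cKO MTAL relative to WT MTAL, principal cell genes rose without passing (5 of 5, 1.77, adjusted p = 0.056), and so did proximal tubule genes (3 of 3, 0.86, adjusted p = 0.0647). Immune cell genes were lower in WT MTAL than in WT CTAL (4 of 5, −0.65, adjusted p = 0.00627, with fry 0.0129). The macula densa list (median −1.39, adjusted p = 0.0823) and the distal convoluted tubule list (−2.23, adjusted p = 0.0992), with 2 genes tested each, were not past the threshold between the cKO segments. Neither were the fibroblast and pericyte list (−0.11, adjusted p = 0.98) and the sex list (−0.02, adjusted p = 0.532) in cKO MTAL relative to WT MTAL. Apart from the clock and endothelial genes between the genotypes, the remaining results with an adjusted p under 0.05, given as medians, were thin limb genes in cKO CTAL relative to WT CTAL (−1.58) and, in WT MTAL relative to WT CTAL, principal cell (−0.52) and immediate early genes (0.74). Between cKO MTAL and cKO CTAL they were endothelial (−0.28) and tubular injury genes (0.62), and between cKO MTAL and WT CTAL thin limb (0.87), intercalated cell (1.39), endothelial (−0.88), tubular injury (1.45), clock (−0.71) and immediate early genes (0.50). The test of collecting duct cells in replicate 20 given above bears on the rise of intercalated and principal cell genes in cKO MTAL only, and not on that of intercalated cell genes in cKO CTAL. No explanation of the other results in this paragraph was tested.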
